# Ablation of the epithelial‐specific splicing factor Esrp1 results in ureteric branching defects and reduced nephron number

**DOI:** 10.1002/dvdy.24431

**Published:** 2016-07-28

**Authors:** Thomas W. Bebee, Sunder Sims‐Lucas, Juw Won Park, Daniel Bushnell, Benjamin Cieply, Yi Xing, Carlton M. Bates, Russ P. Carstens

**Keywords:** alternative splicing, kidney development, fibroblast growth factor receptors, epithelial splicing regulatory proteins

## Abstract

**Background:**

Abnormalities in ureteric bud (UB) branching morphogenesis lead to congenital anomalies of the kidney and reduced nephron numbers associated with chronic kidney disease (CKD) and hypertension. Previous studies showed that the epithelial fibroblast growth factor receptor 2 (Fgfr2) IIIb splice variant supports ureteric morphogenesis in response to ligands from the metanephric mesenchyme during renal organogenesis. The epithelial‐specific splicing regulator Esrp1 is required for expression of Fgfr2‐IIIb and other epithelial‐specific splice variants. Our objective was to determine whether Esrp1 is required for normal kidney development.

**Results:**

Ablation of Esrp1 in mice, alone or together with its paralog Esrp2, was associated with reduced kidney size and increased incidence of renal aplasia. Three‐dimensional imaging showed that embryonic Esrp1 knockout (KO) kidneys had fewer ureteric tips and reduced nephron numbers. Analysis of alternative splicing in Esrp‐null ureteric epithelial cells by RNA‐Seq confirmed a splicing switch in Fgfr2 as well as numerous other transcripts.

**Conclusions:**

Our findings reveal that Esrp1‐regulated splicing in ureteric epithelial cells plays an important role in renal development. Defects in Esrp1 KO kidneys likely reflect reduced and/or absent ureteric branching, leading to decreased nephron induction secondary to incorrect Fgfr2 splicing and other splicing alterations. *Developmental Dynamics 245:991–1000, 2016*. © 2016 The Authors. Developmental Dynamics published by Wiley Periodicals, Inc. on behalf of American Association of Anatomists.

## Key findings

- Abnormalities in Ureteric bud (UB) branching morphogenesis lead to congenital anomalies of the kidney and reduced nephron numbers associated with chronic kidney disease (CKD) and hypertension.
- We investigated the consequences of ablating the epithelial‐specific splicing regulator Esrp1 on renal organogenesis and determined that Esrp1 KO mice have reduced kidney size, fewer ureteric tips, reduced nephron numbers, and increased incidence of renal aplasia.
- Analysis of alternative splicing in Esrp null ureteric epithelial cells by RNA‐Seq identified numerous alterations in splicing.
- These findings reveal that Esrp1 regulated splicing in ureteric epithelial cells plays an important role in the kidney and illustrate the importance of alternative splicing for normal renal organogenesis.

## Introduction

Developmental abnormalities of the kidney underlie a diverse array of human diseases. Kidney formation begins with outgrowth of the ureteric bud (UB) from the nephric duct in response to signals from the adjacent metanephric mesenchyme (MM). Ongoing signals from the MM drive UB growth and branching to form the renal collecting system and ureter (Nigam and Shah, 2009; Costantini and Kopan, 2010; Little et al., 2010). Reciprocal signals from the UB branch tips to the MM induce a mesenchymal‐to‐epithelial transition (MET) that gives rise to the nephron epithelia from the glomerulus to the connecting tubules. Abnormalities in UB branching morphogenesis can lead to congenital anomalies of the kidney and urinary tract (CAKUT), which are among the most common human birth defects (Schedl, 2007; Little and McMahon, 2012). In addition, abnormal ureteric branching and reduced tip numbers result in decreased nephron numbers that confer a higher risk of developing hypertension and chronic kidney disease (CKD) (Clark and Bertram, 1999; Poladia et al., 2006).

Understanding the molecular mechanisms and the gene expression networks that guide renal development is critical ultimately to therapeutically impact many kidney diseases. Numerous congenital abnormalities and genetic diseases that cause renal failure are due to mutations in key developmental genes (Schedl, 2007; Costantini, 2010). In addition, both genetic and environmental factors such as prenatal stresses and premature birth can reduce UB branching and nephron endowment (Schedl, 2007; Dressler, 2009; Costantini and Kopan, 2010; Little et al., 2010). Genetic studies in mouse models have been invaluable in identifying and characterizing key transcriptional factors, cell surface receptors, and signaling pathways that guide UB branching morphogenesis and nephron formation. For example, outgrowth of the UB occurs when MM‐derived glial cell–derived neurotrophic factor (Gdnf) interacts with the Ret receptor tyrosine kinase (RTK) and the co‐receptor Grfα1, and knockout of any of these factors in mice leads to renal agenesis or aplasia (Schuchardt et al., 1994; Pichel et al., 1996; Sanchez et al., 1996; Treanor et al., 1996; Enomoto et al., 1998).

Many studies have identified gene expression patterns and transcriptional networks in the developing kidney that are mechanistically informative. (Brunskill et al., 2008; Mugford et al., 2009; Harding et al., 2011; Thiagarajan et al., 2011; Yu et al., 2012). However, the role that alternative splicing (AS) plays in the gene expression programs and regulatory networks that underlie kidney formation are largely unknown. Recent studies have shown that nearly all mammalian multi‐exon genes produce multiple alternatively spliced mRNAs (Pan et al., 2008; Wang et al., 2008). These alternatively spliced transcripts produce protein isoforms with widely divergent functions including changes in subcellular localization, protein‐protein interactions, and post‐translational modifications (Kelemen et al., 2013). Furthermore, many AS events are tightly regulated in a cell‐type or tissue‐specific manner and at different developmental stages by RNA‐binding proteins, including cell‐ or tissue‐specific splicing factors (Chen and Manley, 2009; Nilsen and Graveley, 2010; Kalsotra and Cooper, 2011).

While the impact of AS in kidney development is unclear, it is required for expression of the proper *Fgfr2* isoform in the ureteric epithelium (Sawicka et al., 2008). Alternative splicing of mutually exclusive *Fgfr2* exons IIIb and IIIc yields receptor isoforms Fgfr2‐IIIb and Fgfr2‐IIIc in epithelial and mesenchymal cells, respectively (Zhang et al., 2006). Moreover, Fgfr2‐IIIb and Fgfr2‐IIIc isoforms have differing ligand‐binding specificities that impact development of numerous organs (Min et al., 1998; Xu et al., 1998; Zhang et al., 2006). Previously, our group has shown that mesenchymal Fgfr2‐IIIc is critical for maintenance of the developing kidney MM (Sims‐Lucas et al., 2011). In addition, isoform‐specific knockout of *Fgfr2‐IIIb* as well as its specific ligands *Fgf7* or *Fgf10* leads to reduced kidney size, nephron number, and/or renal dysgenesis (Qiao et al., 1999; Ohuchi et al., 2000; Revest et al., 2001; Michos et al., 2010). Furthermore, we showed that Hoxb7cre‐mediated conditional deletion of *Fgfr2* in the ureteric bud (where Fgfr2‐IIIb is the exclusive isoform) leads to defects in ureteric branching and secondarily to reduced nephrogenesis (Zhao et al., 2004; Sims‐Lucas et al., 2009). Others have shown mechanisms by which Fgf signaling can partially compensate for a loss of the Gdnf/Ret axis in some contexts. Deletion of the RTK inhibitor Sprouty1 (*Spry1*) led to rescue of UB branching and kidney formation in *Gdnf* or *Ret* knockout (KO) mice (Michos et al., 2010). However, in *Gdnf* ^−/−^/*Spry*1^−/−^ mice, deletion of one or both alleles of *Fgf10* caused renal aplasia. Together these findings indicate there is a requirement for mesenchymal Fgf ligands signaling via Fgfr2‐IIIb in the ureteric bud for normal UB morphogenesis. It is unclear how improper splicing of Fgfr2 would affect ureteric and overall renal development.

We discovered epithelial cell‐type‐specific splicing factors Esrp1 and Esrp2 in a genome‐wide, cell‐based screen for regulators of Fgfr2 splicing (Warzecha et al., 2009). Combined knockdown of ESRP1 and ESRP2 in human epithelial cell lines induced a complete switch from FGFR2 exon IIIb to exon IIIc splicing. Conversely, ectopic expression of Esrp1 in a mesenchymal cell line induced a switch from FGFR2‐IIIc to FGFR2‐IIIb (Warzecha et al., 2009). Thus, Esrp1/Esrp2 is the master regulator that is necessary and sufficient for the expression of the Fgfr2‐IIIb splice variant in diverse epithelial cell types. We also found that depletion of ESRP1 and ESRP2 in epithelial cell lines induced changes in splicing of numerous other transcripts that were relevant to epithelial cell biology and polarity (Warzecha et al., 2010; Dittmar et al., 2012; Yang et al., 2016). These observations hinted at a broader developmental role for the Esrps in regulating epithelial cell morphogenesis during development.

To investigate the functions of Esrp1 and Esrp2 in mammalian development, we generated mice with KO alleles for *Esrp1* and *Esrp2* (Bebee et al., 2015). Whereas Esrp2 mice were viable, *Esrp1* KO mice had 100% penetrant cleft lip associated with cleft palate (CL/P) and postnatal lethality, but no other obvious gross anatomic defects, nor reduced size or weight. In contrast, *Esrp1/Esrp2* double KO (DKO) mice demonstrated a host of more severe developmental defects. In the present study, we conducted a detailed investigation into renal developmental defects associated with KO of *Esrp1* alone, as well as *Esrp1/Esrp2* DKO. We determined that Esrp1 ablation alone induced defects in UB branching, reduced kidney size, and increased incidence of renal aplasia, which partially recapitulates the renal defects deletion of Fgfr2 in UB (Sims‐Lucas et al., 2009). We also isolated ureteric epithelial cells from Esrp1/Esrp2 DKO kidneys and identified numerous splicing switches in Esrp‐ablated cells relative to controls. Thus, the defects in UB branching morphogenesis, and thus renal morphogenesis, likely result from aberrant alternative splicing in Fgfr2 and likely other genes in the ureteric epithelium.

## Results

### Esrp1 KO Mice Exhibit Renal Hypoplasia and an Increased Incidence of Renal Aplasia

Due to postnatal lethality and frequent maternal cannibalization of *Esrp1* KO pups, we initially carried out more detailed analysis of E18.5 *Esrp1* KO embryonic kidneys. Consistent with an absence of splicing alterations in mice with at least one intact *Esrp1* allele (Bebee et al., 2015), we noted no apparent difference in the appearance or size of *Esrp1* ^*+/+*^ and *Esrp1* ^*+/‐*^ kidneys. However, *Esrp1* ^*‐/‐*^ kidneys appeared smaller and had a ∼15% decrease in mean kidney cross‐sectional area relative to control littermate kidneys (KO 4.35 ± 0.38 mm^2^, controls 3.71 ± 0.40 mm^2^, p < 0.0001; Fig. 1; as previously noted, Esrp1^‐/‐^ E18.5 embryos were not different from littermates based on weight and crown‐to‐rump length). H & E staining of tissue cross‐sections did not reveal any obvious differences in tubular epithelial cell or glomerular morphology in E18.5 mutants vs. controls (Fig. 2), consistent with renal hypoplasia in the mutants. We also assessed whether there were any redundant actions of Esrp2 with Esrp1 on kidney development by examining compound mutants. As previously reported, *Esrp1^‐/‐^;Esrp2^+/‐^* and *Esrp1^‐/‐^;Esrp2^‐/‐^* embryos and pups exhibited several significant non‐renal abnormalities, and *Esrp1/Esrp2 DKO* pups were ∼30% reduced in total size and weight (Bebee et al., 2015). However, we did not note a further apparent reduction in E18.5 kidney size when comparing *Esrp1^‐/‐^;Esrp2^+/+^* mice to *Esrp1* ^*‐/‐*^ mice that had a heterozygous or null allele for *Esrp2*. Interestingly, as we generated large numbers of mutants, we noted that a significant number of mice with *Esrp1* ^*‐/‐*^ genotypes had unilateral renal aplasia, whereas all mice with at least one wild‐type (WT) *Esrp1* allele had two kidneys, independent of the *Esrp2* allele (Table 1). In addition, we identified one *Esrp1^‐/‐^; Esrp2^‐/‐^* embryo in which both kidneys were missing. Thus, Esrp1 actions appear most critical in guiding normal kidney development without apparent redundant actions of Esrp2. The reduced kidney sizes and partially penetrant renal aplasia in *Esrp1*‐null mutants strongly suggest that alterations in the expression or splicing of Esrp1‐regulated targets lead to these kidney defects.

**Figure 1:**
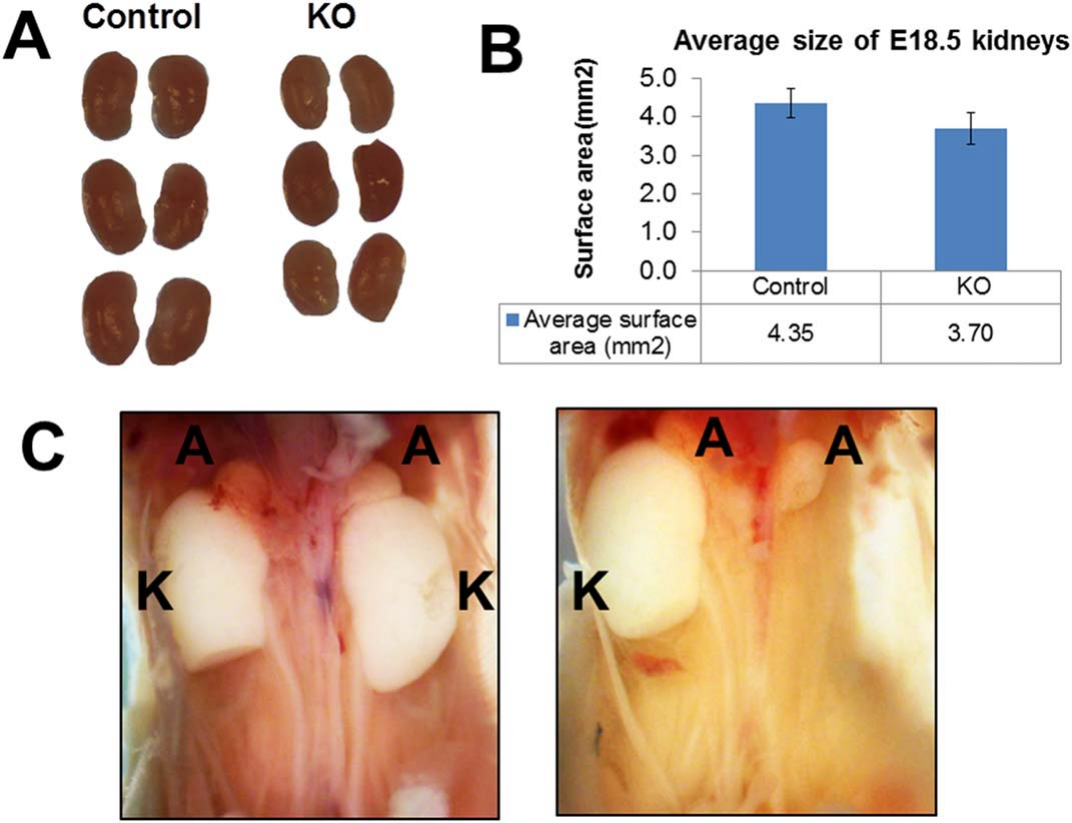
*Esrp1* KO mice have reduced kidney size compared to control littermates. **A**: Representative images of E18.5 kidneys from Control (*Esrp1* ^+/+^ and *Esrp1* ^+/‐^; N=22) and *Esrp1* KO (Esrp1^‐/‐^; N=12) mice. **B**: Graphical representation of average cross‐sectional area is shown (p‐value for difference in size = 0.00007 by two‐tailed t‐test). **C**: Example of unilateral renal agenesis in an *Esrp1^‐/‐^;Esrp2^+/‐^* E18.5 embryo (right) compared to a littermate control with both kidneys (left). A, adrenal glands; K, kidney; U, ureter.

**Figure 2:**
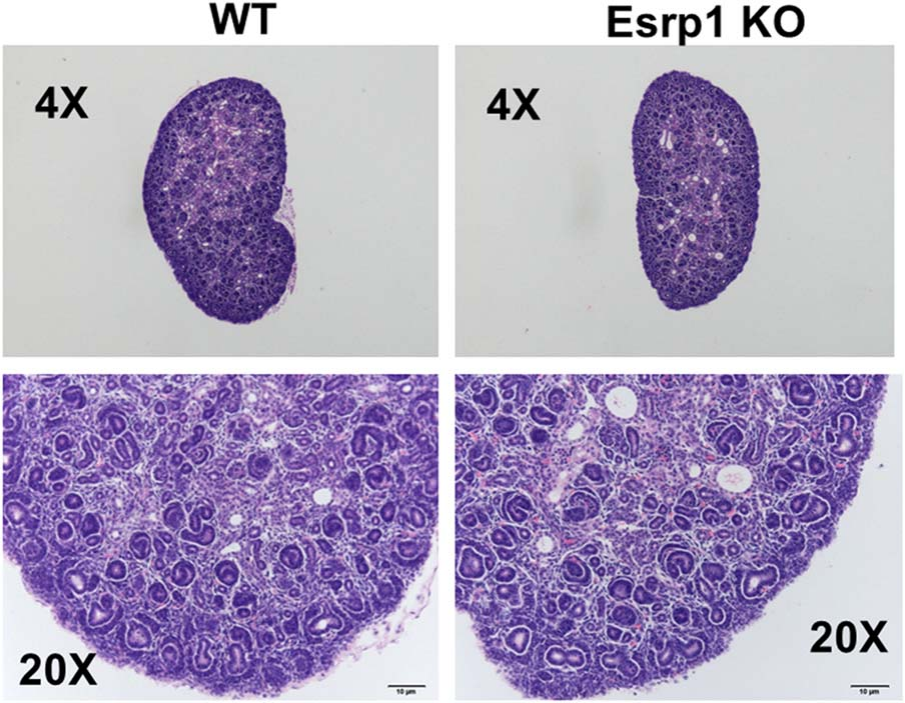
Representative H & E stained sections from wild‐type (WT) control (left panels) and Esrp1 KO kidneys (right panels) showing no apparent abnormalities in developing glomeruli or tubular structures in Esrp1 KO kidneys.

**Table 1:** Frequency of Renal Agenesis in Esrp1 KO E18.5 Embryos

Genotype	0 kidneys	1 kidney	2 kidneys	Frequency of renal agenesis
Controls (at least on intact Esrp1 allele)	0	0	377	0/377 (0%)
Esrp1^‐/‐^;Esrp2^+/+^	0	8	38	8/46 (17.4%)
Esrp1^‐/‐^;Esrp2^+/‐^	0	4	14	4/18 (22.2%)
Esrp1^‐/‐^;Esrp2‐/‐	1	8	59	9/68 (12.5%)

### Ablation of Esrp1 Results in Ureteric Branching Defects, Reduced Ureteric Tips, and Reduced Nephron Formation

To further characterize ureteric and possible secondary nephrogenesis defects *in Esrp1‐null* kidneys, we performed three‐dimensional (3‐D) reconstruction of serially sectioned E13.5 embryos to investigate branching and nephron formation in both *Esrp1* KO and *Esrp1/Esrp2* DKO kidneys. For this analysis, we compared four *Esrp1^‐/‐^:Esrp2^+/+^* (Esrp1 KO) kidneys to four WT *Esrp1^+/+^;Esrp2^+/+^* control kidneys, and four *Esrp1^‐/‐^:Esrp2^‐/‐^* (*Esrp1/Esrp2* DKO) kidneys to four Esrp1^+/+^;Esrp2^‐/‐^ control kidneys. Consistent with the analysis of E18.5 kidneys, the 3‐D reconstruction showed reduced kidney surface area by ∼25% in both *Esrp1* KO and *Esrp1/Esrp2* DKO kidneys relative to the respective controls (Fig. 3 and Table 2). In assessing ureteric volumes, we detected a trend for a reduction in mean *Esrp1* ^*‐/‐*^ ureteric volume and a significant reduction in mean *Esrp1^‐/‐^;Esrp2^‐/‐^* ureteric volume vs. littermate controls (Table 2). Moreover, relative mean ureteric volume (normalized to kidney size) and absolute mean ureteric surface area were reduced in both *Esrp1* ^*‐/‐*^ and *Esrp1^‐/‐^;Esrp2^‐/‐^* kidneys vs. littermate controls. We then skeletonized the ureteric trees and noted statistically significant decreases in mean ureteric branch and tip numbers (∼55%–60%) in both KO and DKO kidneys relative to controls. The 3‐D analysis also revealed significant reductions in *Esrp1* KO and *Esrp1;Esrp2* DKO mean developing nephron structures relative to controls that were similar to the reduced tip numbers (meaning that the nephron number loss was likely due to fewer ureteric tips inducing nephron development). Thus, these findings strongly suggested that there is a defect in developing kidneys that primarily reflects transcriptomic alterations in the ureteric lineage that leads to reduced kidney size and nephron endowment. Taken together with the increased incidence of renal aplasia in Esrp1‐null mice, these findings suggest that Esrp1 is critical for Fgfr2 splicing in the ureteric epithelium to maintain ureteric epithelial architecture.

**Figure 3:**
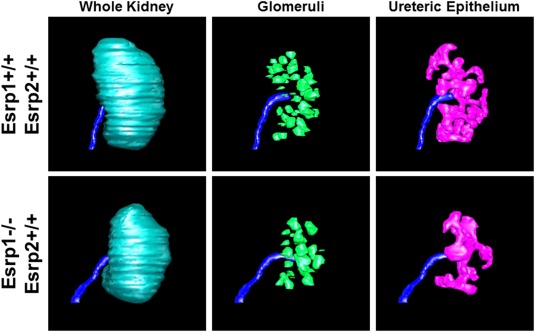
Representative 3‐D images showing reduced ureteric volume (pink) and fewer nephrons (green) in E13.5 Esrp1 KO kidneys compared to littermate controls.

**Table 2:** Ureteric and Nephron Measurements in Esrp KO and Control Kidneys

Measurement	Esrp1^+/+^; Esrp2^+/+^ (control)	Esrp1^‐/‐^; Esrp2^+/+^	% of controls	p‐value	Esrp1^+/+^; Esrp2^‐/‐^ (control)	Esrp1^‐/‐^; Esrp2^‐/‐^	% of controls	p‐value
Kidney surface area (× 10^5^ μm^2^)	6.07 ± 0.88	4.60 ± 0.81	76%	0.0498	5.96 ± 0.91	4.66 ± 0.45	78%	0.0426
Ureteric epithelium (UE) Volume (× 10^6^ μm^3^)	5.58 ± 1.63	3.35 ± 1.02	60%	0.0606	5.58 ± 1.06	3.21 ± 0.54	58%	0.0072
UE % of kidney (%)	12.0 ± 0.8	10.2 ± 0.6	85%	0.0090	12.3 ± 0.4	9.6 ± 0.3	78%	0.0001
UE surface area (× 10^5^ μm^2^)	4.86 ± 1.24	2.92 ± 0.79	60%	0.0391	4.70 ± 1.00	2.71 ± 0.50	58%	0.0117
Dev. glomeruli volume (× 10^6^ μm^3^)	3.54 ± 1.08	2.55 ± 0.78	72%	0.1864	3.24 ± 1.15	2.24 ± 0.60	69%	0.1742
Dev. glomeruli avg size (× 10^4^ μm^3^)	7.04 ± 1.63	7.36 ± 1.23	104%	0.7704	6.71 ± 1.04	7.59 ± 1.23	113%	0.3160
Dev. glomeruli number	49.75 ± 7.13	34.25 ± 7.27	69%	0.0227	47.25 ± 9.88	29.50 ± 5.91	62%	0.0216
Dev glomeruli % of kidney (%)	7.6 ± 1.0	7.8 ± 0.9	102%	0.8239	7.0 ± 1.2	6.7 ± 1.11	96%	0.7104
Branch number	69 ± 19.77	41 ± 0.81	59%	0.0478	85 ± 19.77	48 ± 15.06	56%	0.0130
Tip number	70 ± 18.35	43 ± 10.56	61%	0.0421	87 ± 13.67	50 ± 13.11	58%	0.0082
Branch length (μm)	7030.42 ± 1971.11	4305.75 ± 1211.58	61%	0.0567	7756.82 ± 1435.70	4530.26 ± 1332.36	58%	0.0165

### Identification of Esrp1‐regulated Splicing in Ureteric Epithelial Cells

While previous studies indicate that there is also Esrp1 expression in distal nephron epithelial cells in addition to ureteric expression (Yu et al., 2012), the phenotypic assessments of the mutants suggest that the primary developmental defects are in ureteric morphogenesis. We note, however, that we cannot rule out defects in *Esrp1*‐null distal nephron segments that were not identified by standard H & E staining. To further investigate potential molecular mechanisms that give rise to the defects in ureteric branching, we investigated changes in AS in Esrp‐null kidneys using RNA‐Seq of ureteric epithelial cells isolated by fluorescence‐activated cell sorting (FACS). Studies from our group and others have noted that RNA‐Seq is associated with significant false negatives when used for detection of changes in alternative splicing. Thus, although we noted kidney defects in *Esrp1* KO as well as *Esrp1/Esrp2* DKO kidneys, we used *Esrp1/Esrp2* DKO embryos for splicing analysis in order to optimize detection of Esrp‐regulated splicing. 

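RNA from sorted kidney cells of E18.5 mouse embryos was sequenced in 4 libraries, 2 from embryos null for Esrp1 and Esrp2 (DKO) and 2 from control embryos null for Esrp2 alone. Each library was poly(A)-selected and strand-specific, and was made from 200 ng of RNA pooled from 3 embryos, so the replicates are separate pools of embryos. Esrp1, the epithelial splicing factor removed in the DKO embryos, was listed at 8.65 and 7.29 FPKM in the DKO libraries and at 27.0 and 31.4 FPKM in the control libraries. The authors' deposited table gives FPKM for 38201 genes in each library, and Table S1 gives the counts of reads for the included and the skipped form of each splicing event they called.

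The table gives no read totals. Steps between the lowest FPKM values put the depth of DKO replicate 2, control replicate 1 and control replicate 2 at 1.09, 0.509 and 1.09 times that of DKO replicate 1. The counts of Table S1 summed to 9438, 10398, 4934 and 11054 in DKO replicates 1 and 2 and control replicates 1 and 2, which puts control replicate 1 at 52.3% of DKO replicate 1. Transcripts of the mitochondrial genome took 19.1% and 18.6% of the FPKM sum in the DKO libraries and 25.5% and 23.2% in the control libraries. Across genes, the log2 values of the DKO pair had a Pearson correlation of 0.978 and those of the control pair 0.966, while pairs of a DKO and a control library ranged from 0.951 to 0.974.

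Gene expression was compared with limma on log2(FPKM + 0.5) over the 18884 genes with a group average above 0.1 FPKM. All of its tests were two-sided, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a ratio of average FPKM of at least 2. Fold changes on this scale are DKO over control and understate the change of low genes. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p under 0.333, and chance places both DKO libraries below both controls for 16.7% of genes and above them for another 16.7%. Percent Spliced In (PSI) was recomputed per library from the counts and form lengths of Table S1, with a 95% Wilson interval. The interval covers counting error only and leaves out differences between pools of embryos. It treats reads as independent, which those of a PCR-amplified library are not, so it can be too narrow. An event was called separated where the intervals of both DKO libraries lay on one side of those of both control libraries.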

Using Dolichos biflorus agglutinin coupled with Fluorescein isothiocyanate (DBA‐FITC) to label ureteric cells, we sorted DBA‐positive ureteric epithelial cells from two biological replicates each for *Esrp1^‐/‐^;Esrp2^‐/‐^* and control *Esrp1^+/+^;Esrp2^‐/‐^* E18.5 kidneys. To identify differential AS events between control and DKO samples, we used the replicate Multivariate Analysis of Transcript Splicing (rMATS) computational tool to identify differential AS events from strand‐specific RNA‐Seq data corresponding to all five basic types of AS patterns (Shen et al., 2014). For each AS event, we used both the reads mapped to the splice junctions and the reads mapped to the exon body as the input for rMATS. Differentially spliced events with an associated change in Percent Spliced In (ΔPSI or ΔΨ) of ≥ 5% and a false discovery rate of < 5% are summarized in Table S1. 

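Exon inclusion moved in both directions in the DKO cells. An exon of Nbeal2, which encodes a BEACH-domain protein of granule trafficking, fell from 78.6% ± 11.6 (SD, n = 2) in the controls to 17.3% ± 6.03 (SD, n = 2) in the DKO libraries. An exon of Slk, a serine/threonine kinase, fell from 39.2% ± 13.0 to 4.45% ± 0.695. In the other direction, an exon of Gpr137 rose from 36.3% ± 8.84 to 80.9% ± 2.46. An exon of Nadkd1, a mitochondrial NAD kinase, was included at 0% and 8.62% in the controls and at 71.0% in each DKO library, on 3, 15, 15 and 15 counts.

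Table S1 holds 48 events in 41 genes, of which 26 had a lower and 22 a higher mean PSI in the DKO libraries, with a median absolute difference of 29.6 percentage points. By their intervals 28 of the 48 were separated, 15 lower and 13 higher, and these were 22 of 39 skipped exons, 4 of 7 mutually exclusive pairs and 2 of 2 alternative 5' splice sites. In 48 of 48 events the PSI values of the DKO and control libraries did not overlap, where chance gives 33.3%, but the events were chosen on these same libraries. With 99% intervals 16 events were separated. In the GENCODE M21 annotation of mm10, 39 of the 39 skipped exons are annotated with the same ends. Of these, 29 are wholly coding, 8 partly coding and 2 not coding, and 22 have a length that is a multiple of 3. The Nbeal2 exon lies on chromosome 9 from 110641411 to 110641491, the Slk exon on chromosome 19 from 47627648 to 47627740, and the Gpr137 exon on the same chromosome from 6939529 to 6939754.

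In total expression 0 of the 41 spliced genes passed limma's test at an adjusted p under 0.05, and 6 had an unadjusted p under 0.05, namely Esrp1, Cd44, Rab3il1, Pigv, Slk and 5033414D02Rik. Average FPKM differed by at least 2-fold in 3 of them, Esrp1, Cd44 and Rab3il1, and the median absolute log2 ratio over the 41 genes was 0.16.

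**Figure D1:**
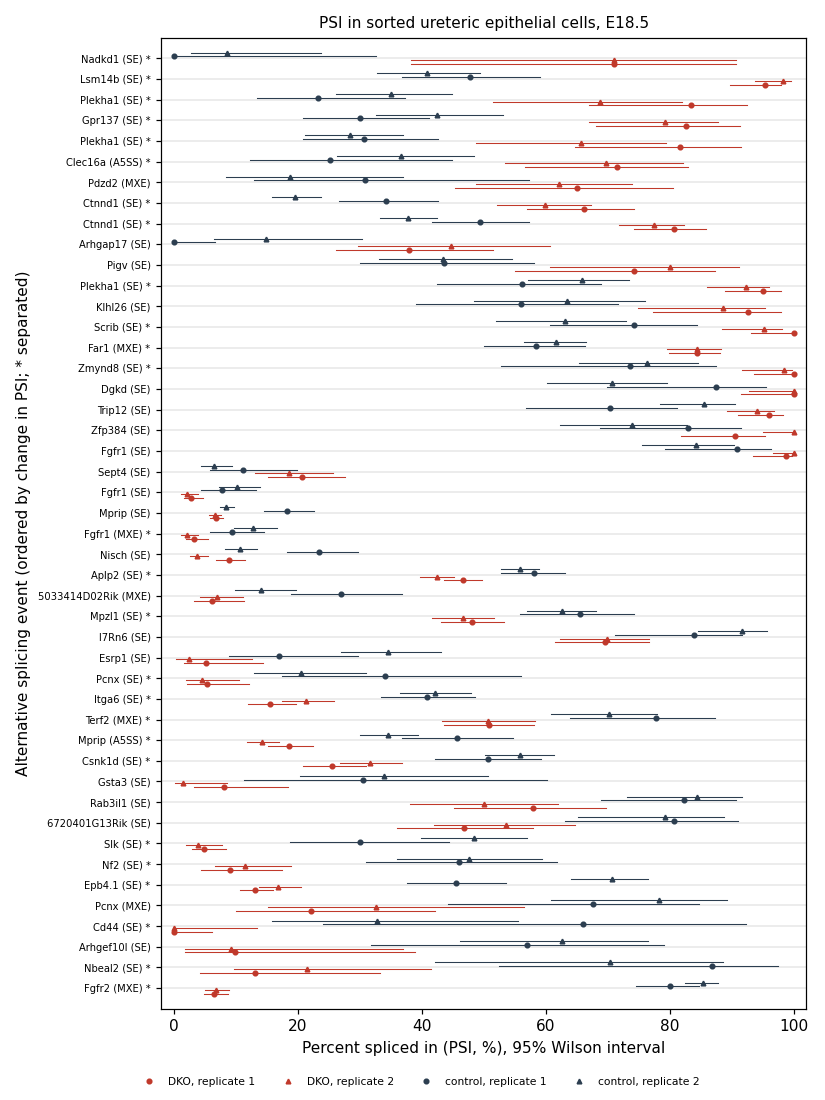
PSI of 46 splicing events of Table S1 on the horizontal axis (%), with events on the vertical axis ordered by the change in PSI. Points are single libraries (red, DKO; dark, control; circles, replicate 1; triangles, replicate 2), lines are 95% Wilson intervals, and an asterisk marks the 26 events drawn whose DKO and control intervals do not overlap.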

Of note, we identified 39 cassette exons (also called SE, for skipped exons) that underwent a change in splicing using our statistical cutoffs, seven mutually exclusive events (MXE), and two alternative 5' splice sites (A5SS). Not surprisingly, a switch in *Fgfr2* splicing was associated with the largest change in splicing of mutually exclusive exons, and this was confirmed by reverse transcription‐polymerase chain reaction (RT‐PCR) (Fig. 4A). 

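Exon IIIb of Fgfr2, which gives the receptor form typical of epithelia, fell from 82.7% ± 3.67 (SD, n = 2) in the controls to 6.62% ± 0.183 (SD, n = 2) in the DKO libraries, a change of -76.1 percentage points. The event is measured against exon IIIc, which gives the form typical of mesenchyme. The values were 6.49% (95% interval 4.82 to 8.68) and 6.75% (5.06 to 8.93) in the DKO libraries, on 624 and 644 counts. In the controls they were 80.1% (74.6 to 84.7) and 85.3% (82.5 to 87.7), on 244 and 695 counts. This was the largest absolute change among the 48 events.

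In mm10 exon IIIb lies on the minus strand of chromosome 7 from 130199758 to 130199905, after an upstream exon from 130200983 to 130201173. It is 148 nucleotides long, occurs in 10 annotated transcripts and reads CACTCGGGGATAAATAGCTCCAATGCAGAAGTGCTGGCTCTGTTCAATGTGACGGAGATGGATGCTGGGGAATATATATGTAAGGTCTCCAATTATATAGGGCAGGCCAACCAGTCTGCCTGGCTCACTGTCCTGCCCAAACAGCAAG, with 1 AvaI site and 0 HincII sites.

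Total Fgfr2 expression did not pass limma's test, at 127 and 117 FPKM in the DKO libraries and 124 and 148 FPKM in the controls (log2 fold change -0.16, standard error 0.131, adjusted p = 0.695). The annotated span of Fgfr2 in GENCODE M21 holds other genes, some of them on the same strand, and whether they share fragments with it was not tested. Among the other mutually exclusive pairs, the first exon of the pair rose in Far1, an enzyme of ether lipid synthesis, by 24.4 percentage points, and that of Terf2, a telomere-binding protein, changed by -23.1. Pcnx, Pdzd2 and 5033414D02Rik had differences of -45.5, 38.8 and -14.0 percentage points with intervals that were not separated.

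**Figure D2:**
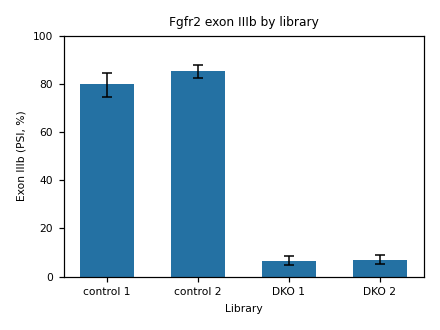
PSI of Fgfr2 exon IIIb on the vertical axis (%) in each library on the horizontal axis, as bars with 95% Wilson intervals at 80.1% and 85.3% in the controls and 6.49% and 6.75% in the DKO libraries.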

Among the SE events, we noted several splicing changes that previously had been identified in Esrp1/Esrp2 DKO epidermis and/or Esrp‐depleted epithelial cell lines such as p120‐catenin (Ctnnd1), Cd44, Scrib, and Arhgap17. However, we also identified splicing switches that were not previously defined in Esrp‐depleted non‐ureteric epithelial cells. 

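Ctnnd1 encodes p120-catenin, which holds cadherins at cell junctions, and inclusion of its alternative exon rose from 43.6% ± 8.26 (SD, n = 2) in the controls to 79.1% ± 2.24 (SD, n = 2) in the DKO cells. A shorter form of the same exon rose from 26.9% ± 10.4 to 63.0% ± 4.38. The alternative exon of Scrib, a protein of the apical-basal polarity complex, rose from 68.7% ± 7.90 to 97.6% ± 3.37. The variable exon of Cd44, a hyaluronan receptor, fell from 66.0% and 32.7% in the controls to 0% in each DKO library. The exon of Arhgap17, a GTPase-activating protein, was included at 38.0% and 44.7% in the DKO libraries and at 0% and 14.9% in the controls.

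The Ctnnd1 exon lies on the minus strand of chromosome 2 of mm10 from 84624270 to 84624558, and its shorter form ends at 84624449. The Scrib exon spans 76061739 to 76061801 on chromosome 15, the Cd44 exon 102831330 to 102831536 on chromosome 2, and the Arhgap17 exon 123283777 to 123283825 on chromosome 7. Cd44 was measured on 14 and 6 counts in the DKO libraries, where 0 inclusion counts allow up to 6.25% and 13.5%, and on 9 and 18 counts in the controls, with 95% intervals of 24.0 to 92.3% and 15.9 to 55.6%. The Arhgap17 intervals, 26.2 to 51.5% and 29.8 to 60.7% against 0 to 6.60% and 6.52 to 30.4%, were not separated.

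Total transcript of these genes did not pass the limma test. Ctnnd1 stood at 67.9 ± 2.11 FPKM in the DKO libraries and 68.9 ± 0.479 in the controls, and Scrib at 26.1 ± 0.381 and 26.6 ± 1.42 (SD, n = 2 each). For Cd44 the averages were 3.96 ± 0.332 and 8.00 ± 2.30 FPKM (log2 fold change -0.91, standard error 0.248, adjusted p = 0.384 from limma), and for Arhgap17 they were 10.2 ± 0.900 and 13.3 ± 2.21 FPKM.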

We used semi‐quantitative RT‐PCR to validate several additional splicing switches predicted by RNA‐Seq, as well as two additional Esrp targets (Enah and Macf1) identified in our previous studies (Fig. 4B). We confirmed splicing switches in 11 of 15 SE events tested, for which RT‐PCR was successful. 

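By RNA-Seq the alternative exons of Itga6 and Nf2 fell in the DKO cells. Inclusion of the Itga6 exon, in the integrin chain α6 of the laminin receptor, went from 41.4% ± 0.914 (SD, n = 2) in the controls to 18.4% ± 4.18 (SD, n = 2). For Nf2, which encodes the tumor suppressor merlin, it went from 46.8% ± 1.10 to 10.2% ± 1.71. The exon of Csnk1d, a casein kinase, fell from 53.3% ± 3.58 to 28.6% ± 4.28. In contrast, the exon of Lsm14b, an RNA-binding protein, rose from 44.3% ± 4.97 to 96.8% ± 1.98. Overlapping forms of an exon of Plekha1, a phosphoinositide-binding protein, rose by 32.7, 44.1 and 46.9 percentage points.

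The exon of Arhgef10l, a guanine nucleotide exchange factor, had 59.8% ± 3.89 inclusion in the controls and 9.62% ± 0.492 in the DKO libraries, but its intervals were not separated, and each DKO value rested on 1 inclusion count. Of the 11 assays in the RT-PCR sheet of Table S1, 8 have an event among the 48, and in 8 of 8 the RNA-Seq change has the sign of the paper's RT-PCR change. The sheet holds only events that the paper counts as borne out by RT-PCR, so the same sign was a condition for being listed. The other assays, for Enah, Macf1 and Arhgef11, have no event in Table S1. Enah, an actin regulator, was expressed at 42.9 ± 0.0381 FPKM in the DKO libraries and 36.7 ± 1.79 in the controls, and Macf1, which links actin to microtubules, at 99.1 ± 2.06 and 86.3 ± 14.5. Arhgef11, another exchange factor, stood at 15.0 ± 0.375 and 14.7 ± 0.835 FPKM, and none of these passed limma's test (adjusted p = 0.507, 0.657 and 0.942 in the same order).

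On mm10 the Itga6 exon spans 71853534 to 71853663 of chromosome 2, the Nf2 exon 4780578 to 4780622 of chromosome 11 and the Csnk1d exon 120964948 to 120965010 of the same chromosome. The Lsm14b exon spans 180031794 to 180031871 of chromosome 2 and the Arhgef10l exon, of 15 nucleotides, 140568756 to 140568770 of chromosome 4. The Plekha1 forms start at 130909588 on chromosome 7 and end at 130909628, 130909658 and 130909735.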

We did, however, note that several of the splicing switches that included previously identified Esrp‐regulated targets were quantitatively less than observed in other contexts, which we suspect is to some degree of mesenchymal or stromal cell contamination using the DBA lectin–based sorting approach. For example, even for Fgfr2, the control pattern showed ∼20% of transcripts with the mesenchymal Fgfr2‐IIIc splice variant, consistent with baseline splicing patterns in control cells that are less epithelial than in other homogenous populations of epithelial cells previously analyzed. 

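Exon IIIc, the mesenchymal form, made up 17.3% of the Fgfr2 transcripts measured at this pair of exons in the control cells, with 19.9% in control replicate 1 and 14.7% in control replicate 2 (SD 3.67, n = 2). Fgfr1, whose IIIb form is also epithelial, gave more exon IIIc than IIIb in both controls. From several splicing switches that were smaller than in other contexts, the paper proposes some degree of mesenchymal or stromal cell contamination in the DBA sort, and it gives the share of Fgfr2-IIIc in the controls as an example.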

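Most of the listed genes of stroma, vessel wall and endothelium lay above both controls in the DKO libraries, and those of the proximal tubule lay below them. Of 20 stroma genes 19 were above both controls in both DKO libraries (median log2 fold change 0.91). The collagen gene Col1a1 stood at 56.3 and 107 FPKM in the DKO libraries and 23.8 and 34.4 FPKM in the controls, and Col3a1 at 45.7 and 89.3 against 18.7 and 29.8. Of 10 genes of smooth muscle and renin cells 9 were above both controls (median 0.63), with Ren1, the renin gene, at 11.8 and 34.5 against 0.638 and 5.50 FPKM. Among 14 endothelial genes 11 were above both (median 0.72), such as Plvap, of the fenestral diaphragm, at 28.7 and 30.1 against 11.8 and 18.0. By contrast, 20 of 20 proximal tubule genes were below both controls (median -0.94), and 1 of them, Gatm, an enzyme of creatine synthesis, fell in limma's test over all genes. Slc34a1, the phosphate cotransporter, stood at 53.1 and 41.8 against 97.2 and 101 FPKM. Chance places 16.7% of single genes on one given side of both controls. Members of a list moved together, so the counts are not of independent genes. The estimated correlation was 0.58 for stroma, 0.64 for smooth muscle and renin cells, 0.95 for endothelium and 0.20 for proximal tubule. The controls also differed from each other, with a median log2 of control replicate 1 over control replicate 2 of -0.52 for stroma, -0.83 for smooth muscle and renin cells, -0.70 for endothelium and -0.29 for proximal tubule. The medians of the first 3 of these lists were 0.69, 0.31 and 0.28 without control replicate 1 and 1.16, 1.11 and 1.08 without control replicate 2, and that of stroma was 0.60 without DKO replicate 2.

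Of 12 genes of the ureteric bud tip 10 were above both controls (median 0.33), among them Gfra1, the GDNF co-receptor, at 220 and 238 against 185 and 179 FPKM. Of 20 genes of ureteric and collecting duct epithelium 8 were above, 2 were below and 10 overlapped (median 0.05), with Calb1, a calcium-binding protein, at 266 and 303 against 181 and 181 FPKM and Epcam, an epithelial adhesion molecule, at 215 and 234 against 147 and 200. Of 12 principal cell genes 4 were below (median -0.19), of 10 intercalated cell genes 4 (median -0.30) and of 7 urothelial genes 5 (median -0.86). For the water channel Aqp2 the control values, 165 and 393 FPKM, lay on either side of the DKO values, 339 and 374. Of 12 genes of the loop of Henle and distal tubule 7 were below both controls (median -0.91), with Kl, the FGF23 co-receptor Klotho, at 13.3 and 12.0 against 28.6 and 42.7 FPKM. Of 10 nephron progenitor genes 6 were above (median 0.40), while the 9 podocyte genes had 1 below and 1 above (median -0.11, which turned to 0.01 with values rescaled to TPM, and with a direction of up in limma's set test fry). Of 9 erythroid genes 5 were below (median -0.35). Of 8 transcription factors of the epithelial-mesenchymal transition 5 were above (median 0.35), and Zeb2 was below at 16.7 and 16.2 against 59.1 and 24.9 FPKM. Several of these medians moved by over 1.5 times or changed sign with 1 library left out. With control replicate 1 left out they were -0.0832 for ureteric and collecting duct epithelium, -0.44 for principal cell, -0.72 for intercalated cell, -1.39 for urothelium and -0.27 for podocyte genes. With control replicate 2 left out they were 0.27, 0.0320 and -0.0348 for the first 3 of these lists, 0.14 for nephron progenitor, 0.19 for podocyte and -0.51 for loop and distal tubule genes. The podocyte median was 0.39 without DKO replicate 1 and -0.45 without DKO replicate 2, and the erythroid median was -0.53 without DKO replicate 1.

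Over these lists, which hold 171 genes tested, only Gatm passed limma's test at an adjusted p under 0.05, and 67 genes had an unadjusted p under 0.05, 33 lower and 34 higher. Adjusted over the list alone, 16 proximal tubule, 5 loop and distal tubule, 3 urothelial and 2 principal cell genes were lower and 10 stroma and 3 endothelial genes were higher, with 0 for the other lists. Those counts were 0 without DKO replicate 1 and without DKO replicate 2, except for the proximal tubule, with 5 and 2 genes. Without control replicate 1 they were 13, 8, 5 and 6 lower for proximal tubule, loop and distal tubule, urothelium and principal cell, 3 lower for intercalated cell, 0 for stroma and endothelium, and 6 and 5 higher for ureteric bud tip and nephron progenitor. Without control replicate 2 they were 9, 2, 0 and 2 lower for the first of these lists in the same order, 0 higher for stroma, 10 higher for endothelium, 7 for smooth muscle, 8 for ureteric and collecting duct epithelium and 2 for principal cell, with 2 erythroid genes and 1 gene of the transition lower. The stroma and tubule lists were written after Table S2 was read, which holds 11 of the stroma, 11 of the proximal tubule and 6 of the loop and distal tubule genes, so their directions are not independent of it. Outside Table S2, 8 of 9 stroma genes were above both controls (median 0.44), 9 of 9 proximal tubule genes were below (median -0.73), and 1 of 6 loop and distal tubule genes was below (median -0.16).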

We thus suspect that some component of a non‐epithelial cell population was one limitation in identifying an even broader number of Esrp‐regulated targets in UB cells. In addition, the limited number of splicing changes we observed in *Esrp1;Esrp2* DKO DBA‐sorted cells reflects the limited sequencing depth obtained from the limited cell populations isolated, which is a known shortcoming of RNA‐Seq for detection of changes in alternative splicing. Nonetheless, a Gene Ontology (GO) analysis for biological processes yields enrichment of Esrp‐regulated targets for terms relevant to UB and branching morphogenesis (Fig. 4C). For example, the top three enriched terms were gland morphogenesis, organ morphogenesis, and organ development. 

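Control replicate 1 was the shallowest library in 42 of the 48 events. Its median count per event was 55.5, against 114, 126 and 122 in DKO replicates 1 and 2 and control replicate 2. The median 95% interval reached 10.9 percentage points to either side in control replicate 1 and 6.02 in DKO replicate 1. Nbeal2, Cd44 and Nadkd1 are among the 7 events with under 20 counts in at least 1 library. Of the events whose shallowest library had under 20 counts, 4 of 7 were separated, against 5 of 9 with 20 to under 40 counts and 19 of 32 with 40 or more.

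Changes of known size were simulated around a PSI of 50%, with equal form lengths and at these counts up to a cap. Of the simulated events 2.71% were separated at 10 percentage points, 35.9% at 20, 63.8% at 30 and 88.6% at 50. A change of 10 points around 50% was thus rarely separated by the intervals at this depth. No change near either end of the PSI scale was simulated, so the shares do not apply to events there. Events that did not reach the thresholds of Table S1 were not analysed here.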

Ureteric bud development was also among the enriched terms, based upon changes in splicing of Fgfr2, Fgfr1, and CD44. 

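Fgfr1 exon IIIb, the minor form in these cells, fell from 11.1% ± 2.38 (SD, n = 2) in the controls to 2.73% ± 0.737 (SD, n = 2) in the DKO libraries, measured against exon IIIc. The values were 3.25% (95% interval 1.91 to 5.49) and 2.21% (1.24 to 3.92) in the DKO libraries and 9.37% (5.93 to 14.5) and 12.7% (9.65 to 16.6) in the controls, on 389, 484, 177 and 345 counts. Taken as separate skipped exons, IIIb differed by -6.48 and IIIc by 11.8 percentage points (DKO minus control), and neither was separated by its intervals. In mm10 exon IIIb lies on the plus strand of chromosome 8 from 25563374 to 25563524, with 1 BstXI site, and exon IIIc from 25564340 to 25564484, with 1 HincII site.

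Total Fgfr1 expression was 51.5 ± 0.326 FPKM in the DKO libraries and 44.9 ± 8.80 FPKM in the controls (SD, n = 2 each), and did not pass limma's test (log2 fold change 0.21, standard error 0.156, adjusted p = 0.673). Of 17 genes for FGF ligands, receptors and targets, 6 were above both controls in both DKO libraries, 1 was below and 10 overlapped (median log2 fold change 0.14, or 0.0900 without DKO replicate 1, 0.27 without control replicate 1 and -0.0258 without control replicate 2). Spred2, an inhibitor of Ras signaling, stood at 38.1 and 39.3 FPKM against 34.2 and 31.2, and the FGF target Dusp6 at 73.8 and 74.4 against 115 and 71.5. In limma's test 0 of the 17 passed at an adjusted p under 0.05, 0 also passed adjusted over the list alone, and 2 had an unadjusted p under 0.05.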

In future studies it will be useful to incorporate fluorescent reporter lines and larger numbers of replicates and expanded sequencing depth to identify an even more comprehensive set of regulated targets in the kidney, including renal tubular epithelial cells.

**Figure 4:**
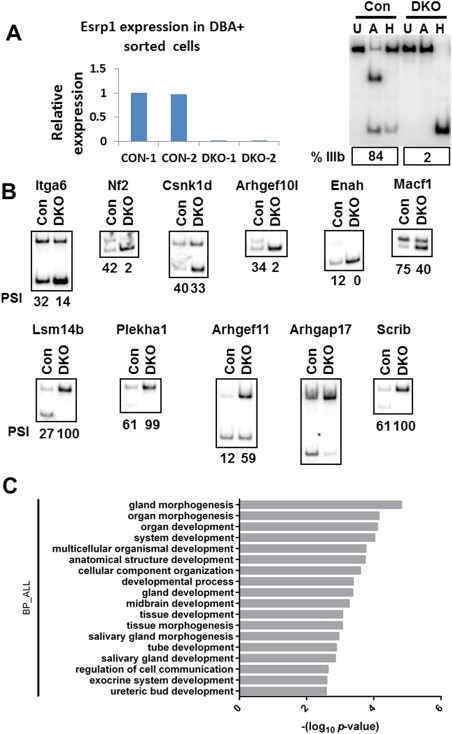
Validations of splicing changes in DBA + ureteric epithelial cells in Esrp1‐/‐;Esrp2‐/‐ DKO embryos compared to Esrp1+/+;Esrp2‐/‐ control littermates by semi‐quantitative RT‐PCR. **A**: At left is gPCR data confirming Esrp1 ablation in two Esrp1 KO sample replicates compared to control replicates. At right is validation of a nearly complete switch in Fgfr2 splicing from exon IIIb to IIIc. Note that RT‐PCR products containing exon IIIb contain a restriction site for AvaI (A), whereas those with exon IIIc have 2 HincII (H) sites that were used in restriction digests to distinguish these products. Lanes labelled U represent uncut RT‐PCR products. Quantification of exon IIIb splicing is indicated. **B**: Additional examples of validated alternative splicing switches. The quantifications for Percent Spliced In (PSI) are shown for each condition. Values for mean PSI from both replicates are shown in a tab in Table S1. **C**: GO analysis of enriched categories for genes with alternative splicing switches in DKO ureteric epithelium. Con, control; DKO, Esrp1;Esrp2 double knockout.

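Esrp1 RNA in the DKO libraries was 27.3% of the control level by RNA-Seq, at 7.97 ± 0.963 FPKM (SD, n = 2) against 29.2 ± 3.15 FPKM (SD, n = 2), and both DKO libraries lay below both controls. The log2 fold change was -1.81 (standard error 0.152), with an unadjusted p of 8.33e-05 and an adjusted p of 0.143 from limma, so it did not pass the test over all genes. The gene lies on chromosome 4 of mm10 from 11331933 to 11386783. An Esrp1 exon from 11338722 to 11338831 was included at 5.14% and 2.41% in the DKO libraries, on 29 and 20 counts, and at 17.0% and 34.6% in the controls, on 33 and 117 counts, and its intervals were not separated. Esrp2, its paralog, which both groups lack, was listed at 1.35 and 0.519 FPKM in the DKO libraries and 1.72 and 0.802 FPKM in the controls.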

We also determined changes in total transcript using the FPKM metric (fragments per kilobase of exon per million fragments mapped) and identified 436 transcripts with at least a two‐fold change in gene expression between the DKO and control samples at FDR < 5% for transcripts with a minimum FPKM > 0.1 (Table S2). 

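By limma, 4 genes changed between the DKO and control libraries, 3 higher and 1 lower. Gatm, which makes the precursor of creatine, fell from 76.4 ± 2.92 FPKM (SD, n = 2) to 21.3 ± 0.554 FPKM (SD, n = 2), with a log2 fold change of -1.82 (standard error 0.0967, adjusted p = 0.0431 from limma). The other 3 encode small nucleolar RNAs, which guide modification of ribosomal RNA, and were listed at 0 in both controls. SNORA18 stood at 78.4 and 71.0 FPKM in the DKO libraries, Snora78 at 102 and 188 FPKM and SNORA57 at 23.7 and 19.7 FPKM. In GENCODE M21 SNORA18 lies within Taf1d and Snora78 within Snhg9, on the same strand, and SNORA57 within Lbhd1 on the other strand. Whether they share fragments with these genes was not tested. The libraries were poly(A)-selected, so the values may not measure the small RNAs themselves. Each of them is under 200 nucleotides long, and without genes that lack a transcript of 200 nucleotides, a setting chosen after the values were seen, limma called 0 genes, with 2070 at an unadjusted p under 0.05.

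The lower genes next in order of p did not pass. They include Hdc, the histidine decarboxylase, at 19.4 and 16.5 FPKM against 66.0 and 64.5 in the controls, Gpx3, a secreted glutathione peroxidase, at 52.7 and 59.8 against 172 and 168, and Slc12a3, the thiazide-sensitive cotransporter of the distal tubule, at 5.60 and 6.68 against 26.2 and 21.9. Cyp27b1, which activates vitamin D, stood at 5.73 and 8.01 against 25.3 and 26.5, Defb19, a defensin, at 3.99 and 4.58 against 15.6 and 15.6, Ly6d at 0.349 and 0.210 against 3.66 and 5.04, and Cml1 at 30.4 and 29.0 against 66.9 and 58.4 FPKM. The pseudogene Gm15370, which lies within Ugt1a genes on the same strand, was listed at 0 in both DKO libraries and at 3.13 and 3.66 FPKM in the controls. Of the lower genes named here, Hdc and Gpx3 passed when the replicate number was fitted as a block. The higher genes next in order of p did not pass either and were all listed at 0 in both controls, with Snora24 at 85.4 and 233 FPKM, Snora5c at 59.1 and 23.5, the gene with the identifier ENSMUSG00000097656 at 5.47 and 8.14, Snurf at 4.67 and 8.55, Gm15525 at 1.84 and 2.96, Gm20703 at 1.62 and 1.13 and Gm13432 at 1.29 and 1.05 FPKM. Snora24 and Snora5c did pass with a pseudocount of 0.1, with values rescaled to TPM and with the replicate block. Snora24 also passed with the filter of at least 1 FPKM, and ENSMUSG00000097656 with TPM.

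At an unadjusted p under 0.05 there were 2021 genes, 1388 lower and 633 higher, and 955 of these also differed by at least 2-fold in average FPKM, 722 lower and 233 higher. Both DKO libraries lay below both controls for 4259 of the 18884 genes and above them for 3924, where chance gives 16.7% each. Of the 436 genes of Table S2, 402 were lower and 34 higher in average FPKM, 400 were below and 32 above both controls, 401 had an unadjusted p under 0.05 and 1 passed the adjusted test. In the 402 lower genes control replicate 1 was above control replicate 2 in 358, and their median log2 fold change was -0.95 against control replicate 2 alone and -1.84 against control replicate 1 alone. With values rescaled to TPM, where the median log2 fold change of all genes tested was 0.11 against -0.00916 before, limma called 6 genes, 6 higher and 0 lower. Gatm did not pass there (log2 fold change -1.70), nor without the filter on low values, with median-ratio scaling, or with a robust or untrended variance. Without DKO replicate 1, DKO replicate 2, control replicate 1 or control replicate 2, limma called 0 genes in each case, with 769, 672, 2502 and 4531 at an unadjusted p under 0.05. Among those that also differed by at least 2-fold, higher genes outnumbered lower ones in the fits without 1 DKO library. The spread in those fits comes from the control pair alone, so they do not show a change of direction. In the 402 lower genes of Table S2 the controls stood a median log2 of 0.98 apart. The median log2 fold change of the macrophage list was -1.48 and -1.46 without DKO replicates 1 and 2, against -1.48 with all libraries. That of the stroma list was 1.11 and 0.60, against 0.91. Lower genes outnumbered higher ones without either control library, and also with TPM, with 621 lower and 364 higher. In data simulated for 2 libraries against 2, the test called 12.1% of genes changed by a log2 of 1, 46% at 1.5, 69.4% at 2 and 92% at 3. The changed genes had a mean of at least 1 FPKM, and genes varied independently, unlike members of the lists here. A log2 of 1 lies on the fold rule itself, which lowers the share called there.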

Interestingly, GO analysis for genes with altered expression in Esrp KO ureteric epithelium showed a high enrichment for genes involved in immune response or inflammation, including numerous genes encoding chemokines, complement components, and toll‐like receptors. 

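Macrophage and interferon genes were lower in the DKO libraries throughout their lists. Of 18 macrophage markers 18 were below both controls (median log2 fold change -1.48), and C1qb, a complement component that macrophages make, stood at 110 and 107 FPKM against 424 in control replicate 1 and 202 in control replicate 2. Of 27 interferon-stimulated genes 27 were below (median -1.68), such as Irf7, the transcription factor that amplifies the response, at 5.70 and 5.52 against 54.0 and 19.4, and Isg15, a ubiquitin-like protein, at 7.46 and 6.38 against 42.9 and 25.6. Of 11 toll-like receptors 9 were below (median -1.33), with Tlr7, a sensor of single-stranded RNA, at 4.67 and 3.90 against 25.7 and 10.2 FPKM, while Tlr3 and Tlr12 overlapped. Chance places 16.7% of single genes below both controls, and 4259 of all 18884 genes tested were below. Members of a list moved together, with an estimated correlation of 0.98, 0.68 and 0.53 for these 3 lists in the same order. The counts are thus not of independent genes.

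The chemokine and complement lists were mixed. Of 26 chemokines 13 were below both controls and 3, Ccl11, Ccl20 and Cxcl14, were above (median -0.76). Pf4, a platelet chemokine that macrophages also make, stood at 123 and 132 FPKM against 625 and 234, whereas Cxcl12, a stromal chemokine, overlapped at 52.5 and 56.4 against 36.2 and 55.5. Of 26 complement genes 12 were below and 5, C1s, C8g, Masp2, Serping1 and Cd59a, were above (median -0.35). Of 14 antigen presentation genes 10 were below (median -1.03), with B2m, of class I, at 188 and 172 against 682 and 342, while the class II genes H2-Aa, H2-Ab1 and H2-Eb1 overlapped. Of 11 lymphocyte genes 9 were below and Cd79a was above (median -0.89), and of 8 neutrophil genes 5 were below (median -0.91), with S100a8, a calcium-binding alarmin, at 37.0 and 25.3 against 60.0 and 63.9. Control replicate 1 was above control replicate 2 by a median log2 of 1.06 for macrophage, 0.83 for interferon-stimulated, 1.13 for toll-like receptor and 0.69 for chemokine genes. With control replicate 1 left out, the medians were -0.93 for macrophage, -1.27 for interferon-stimulated, -0.77 for toll-like receptor, -0.31 for chemokine, -0.22 for complement and -0.50 for lymphocyte genes. The complement median was -0.59 without control replicate 2 and -0.53 without DKO replicate 1. Genes of the immediate early and heat shock responses were lower in the same libraries, with 17 of 18 below both controls (median -1.41, or -0.87 without control replicate 1) and Fos, an immediate early transcription factor, at 67.0 and 46.2 against 321 and 122 FPKM.

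Over the 8 immune lists, 0 of 138 genes passed limma's test at an adjusted p under 0.05, and 88 had an unadjusted p under 0.05, 86 lower and 2 higher. Adjusted over the list alone, 18 macrophage, 25 interferon-stimulated, 7 toll-like receptor, 2 chemokine, 0 complement, 8 antigen presentation, 4 lymphocyte and 2 neutrophil genes were lower, and 13 of immediate early and heat shock genes. Without DKO replicate 1 or DKO replicate 2 these counts were 0, except for 2 neutrophil genes without DKO replicate 1. Without control replicate 1 they were 17, 20, 0, 5, 3, 6, 5, 0 and 1 in the same order, and without control replicate 2 they were 18, 25, 9, 12, 12, 10, 7, 1 and 17, with 3 chemokines higher. By fry, which tests whether a set's genes move on balance one way and compares them with no other genes, 0 of all 27 lists passed at an adjusted p under 0.05 (smallest 0.192), and 5 had an unadjusted p under 0.05. Without control replicate 1 it called 5 lists (complement, principal cell, intercalated cell, urothelium and proliferation) and without control replicate 2 it called 2 (ureteric and collecting duct epithelium and mitochondrial transcripts). Camera with a preset correlation called 24 lists, the macrophage list among them, and 0 with an estimated correlation, where the smallest adjusted p was 0.361, the value of the macrophage list among others. Table S2 holds 18 of the macrophage, 21 of the interferon-stimulated and 8 of the toll-like receptor genes and was read before the lists were written, so their direction is not independent evidence. After noting the skin, where it suspects indirect changes in expression from a defect of the epidermal barrier, the paper proposes as possible that some of these changes reflect altered inflammatory responses in the ureteric bud, by mechanisms it calls unclear.

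**Figure D3:**
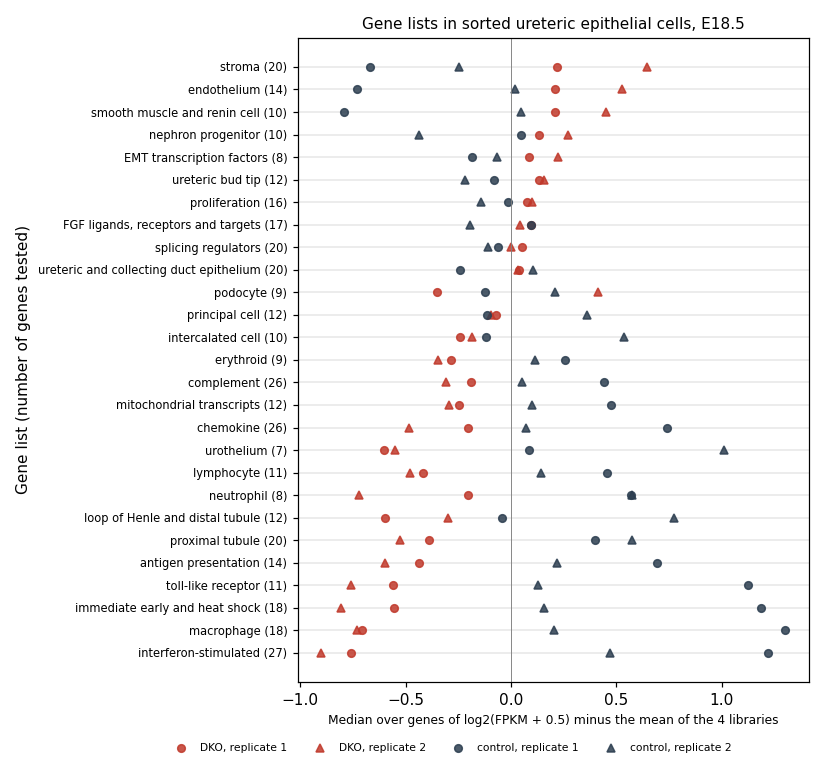
Each row is a gene list with its number of genes tested, and the horizontal axis gives the median over its genes of log2(FPKM + 0.5) minus that gene's mean over the 4 libraries. Points are single libraries (red, DKO; dark, control; circles, replicate 1; triangles, replicate 2). For the macrophage list they lie at -0.71, -0.73, 1.30 and 0.20, and for the stroma list at 0.22, 0.64, -0.67 and -0.25, in DKO replicates 1 and 2 and control replicates 1 and 2.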

Determining whether these changes in gene expression represent direct regulation of transcript stability or indirect effects requires further investigation. We note that Esrp ablation in the skin induces large‐scale changes in gene expression that we suspect are indirect due to a defect in barrier function of the epidermis. It is thus possible that some of these changes in the UB may indicate alterations in inflammatory responses, though the mechanisms for such a response are not clear. On the other hand, a previous study noted conserved Esrp1/2 binding sites in 3' untranslated regions, suggesting that Esrp1 may also regulate post‐transcriptional gene expression at the level of stability as well as splicing. Recent studies of numerous other RNA binding proteins support such multifunctional roles in post‐transcriptional regulation for an increasing number of genes (Sawicka et al., 2008).

## Discussion

This study presents a detailed view of defects in kidney development that result from ablation of the epithelial‐specific splicing factor Esrp1 and represents the first investigation of an essential splicing factor on renal organogenesis. We determined that disruption of an Esrp1‐directed epithelial splicing program is associated with several abnormalities in renal organogenesis that likely have relevance to human congenital kidney diseases that result in childhood or adult‐onset CKD and/or hypertension. First, we discovered a significantly increased risk of unilateral (and rarely bilateral) renal aplasia in many *Esrp1*‐null mice. Second, we noted that those E18.5 kidneys that did form in *Esrp1*‐null mice were hypoplastic relative to control kidneys, suggesting reduced ureteric branching and a reduced nephron mass. Third, detailed 3‐D imaging of E13.5 kidneys revealed abnormal and reduced ureteric branching and tip formation that was associated with a corresponding decrease in nephron number. Fourth, we determined that there were few, if any, redundant roles for Esrp2 with Esrp1 in ureteric morphogenesis.

The abnormalities we observed are most likely due to alterations in splicing of key Esrp target transcripts, whose functions in kidney development and other epithelial cell processes are fine‐tuned through the expression of epithelial‐specific protein isoforms, or alterations in isoform ratios. It is important to note that it is now recognized that AS events are often tightly regulated in a cell‐type or tissue‐specific manner, and at different developmental stages (Chen and Manley, 2009; Nilsen and Graveley, 2010). An emerging concept in the AS field is that, similar to transcriptional regulators, tissue‐specific splicing regulators coordinate programs of AS involving transcripts that encode proteins that function in biologically coherent pathways (Ule et al., 2005; Karni et al., 2007; Zhang et al., 2008). Thus, the definition of programs of alternative splicing directed by cell‐type‐specific splicing factors will reveal novel genes that are important for the development and functions of the specific cell types or tissues in which they are expressed. By extension, disruption of the function of these splicing factors, as well as their regulation target genes, can also result in disease. The GO analysis presented here using an Esrp‐regulated AS program in the UB is consistent with this proposition, as it consisted of a number of regulated gene transcripts known to be important for organ development, including the kidney. For example, one Esrp‐regulated target is CD44, which was previously shown to play a role in in branching morphogenesis of ureteric bud cells (Pohl et al., 2000). This example, together with Fgfr2, suggests that coordinated functions of other Esrp‐regulated genes may collectively contribute to kidney formation, and that disruption in the expression or splicing of other target genes may also be involved in kidney disease. We thus propose that some of the genes we identify here whose splicing is regulated by the Esrps in the UB may also have yet to be defined roles in kidney development, possibly through regulation of epithelial‐mesenchymal cross talk or branching morphogenesis. In addition, some of these genes may also be modifier genes associated with increased risk of renal congenital anomalies as well as chronic kidney disease. A more extensive characterization of AS in the different segments of the developing kidney, as well a more comprehensive determination of Esrp‐regulated targets in the UB and other renal epithelial cells, is expected to provide further insights into normal programs of kidney development.

While the functional consequences of the change in Fgfr2 splicing have been well characterized at the cellular level, the differential functions of most protein isoforms that result from alternative splicing of Esrp‐regulated gene transcripts remain undefined. It therefore is a challenge to dissect how alterations in splicing of defined transcripts contribute to the kidney phenotypes described here, as well as those in other organs and tissues impacted by *Esrp1* or *Esrp1/Esrp2* ablation. Nonetheless, we suspect that the loss of the epithelial Fgfr2‐IIIb isoform in ureteric epithelial cells is one of likely many key splicing changes that contribute to these phenotypes. Previous studies, for example, showed reduced kidney size in mice with isoform‐specific KO of the *Fgfr2‐IIIb* isoform as well as its specific ligands Fgf7 or Fgf10 (Qiao et al., 1999; De Moerlooze et al., 2000; Ohuchi et al., 2000; Michos et al., 2010). We also previously showed that conditional deletion of *Fgfr2* in the ureteric bud lineage was also associated with branching defects, reduced kidney size, and reduced ureteric tips and nephrons (Zhao et al., 2004; Sims‐Lucas et al., 2009). As previously noted, it has also been shown that in certain genetic contexts, Fgf10 signaling through Fgfr2‐IIIb in ureteric epithelium can compensate for impaired Gdnf/Ret signaling in renal organogenesis (Michos et al., 2010).

While the effects of Esrp loss on Fgfr2 splicing likely account for much of the ureteric and renal defects in the mutants, there are some phenotypic differences between Esrp mutants and Fgfr2 mutants. First, unlike in the *Esrp1* mutants, we did not routinely observe renal aplasia (suggesting ureteric induction defects). Second, the glomeruli in Fgfr2^UB‐/‐^ kidneys are increased in size, whereas they are unchanged in size in *Esrp1* ^*‐/‐*^ kidneys. One reason for the differences in the phenotypes is likely a key functional distinction between the Hoxb7cre deletion of Fgfr2 or the global Fgfr2 exon IIIb mutants and the Fgfr2 splice variants that result from isoform‐specific deletion of exon IIIb of Fgfr2 and Esrp ablation in our Esrp KO mice. Although deletion of exon IIIb preserves expression of Fgfr2‐IIIc in mesenchymal tissues, in epithelial cells the consequence of exon IIIb deletion is not splicing to the mutually exclusive exon IIIc, but rather the skipping of both exons. This results in a frameshift into a stop codon in the next exon; hence, the result is effectively a complete ablation of Fgfr2 expression altogether in epithelial cell types, similar to the Hoxb7cre‐mediated deletion of Fgfr2. In contrast, KO of *Esrp1/2* in epithelial cells induces a complete switch in splicing from exon IIIb to exon IIIc, resulting in ectopic expression of the normally mesenchymal Fgfr2‐IIIc isoform in epithelial cells. Therefore, while Fgfr2 in the ureteric bud and derivatives in Esrp KO mice can no longer respond to mesenchyme‐ or stromal‐derived Fgf7 or Fgf10, it can still signal in response to other Fgfs with known specificity for Fgfr2‐IIIc. Such Fgfs include Fgf9, which is expressed from the ureteric tips themselves, as well as other Fgfr2‐IIIc‐specific Fgf ligands expressed in the milieu such as Fgf8 and Fgf20 (Barak et al., 2012). Hence, it is possible that such autocrine or paracrine pathways could preserve some Fgfr2 signaling in the ureteric bud as opposed to those that effectively ablate Fgfr2 expression in the ureteric epithelium or its natural Fgf ligands. In addition, we have previously shown that ablation or depletion of Esrp1 alone (with intact Esrp2 alleles) does not induce a complete switch in *Fgfr2* splicing from exon IIIb to exon IIIc, such that there is likely some Fgfr2‐IIIb in the ureteric cells of *Esrp1* KO mice that would also be expected to preserve some Fgf7/Fgf10 responsive signaling. Finally, the high incidence of renal aplasia, which we have not observed in our *Hoxb7cre;Fgfr2* ^*Fl/Fl*^ mutants, strongly suggests that perturbations in other Esrp targets underpin some of the phenotypes seen in our Esrp mutants.

In conclusion, this study describes the role of a key splicing factor in kidney development. Further investigations into the functions of alternative splicing events regulated by the Esrps may provide further insights into the pathways and signaling programs that underlie epithelial‐mesenchymal cross talk and branching morphogenesis. These investigations begin to extend our understanding of the gene‐expression programs that affect ureteric branching and nephron formation beyond transcriptional regulation. Further studies into the functional consequences of splicing switches in some of these target genes will provide further insights into the pathways and cell‐cell interactions that are required for UB branching. It will also be of interest to use conditional KO of Esrp1/Esrp2 to further investigate the consequences of Esrp ablation in ureteric and renal tubular epithelial cells for kidney function in adult mice.

## Experimental Procedures

### Mouse Crosses

*Esrp1 KO* (*Esrp1^‐/‐^;Esrp2^+/+^*) embryos were generated in crosses of Esrp1^+/‐^, Esrp2^+/+^ mice and *Esrp1/Esrp2* DKO (*Esrp1^‐/‐^;Esrp2^‐/‐^*) embryos from crosses of Esrp1^+/‐^, Esrp2^‐/‐^ mice. Genotyping for Esrp1 and Esrp2 was performed as described (Bebee et al., 2015). Pregnant dames were euthanized by carbon dioxide, and embryos were isolated and euthanized by decapitation. All animal procedures and experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Pennsylvania.

### Histologic Analysis

Kidneys were isolated from E18.5 embryos. Images of E18.5 kidneys were taken using a dissecting microscope (0.8x) along with reference scale ruler. Kidney sizes were measured using Photoshop to measure to cross‐sectional area of the kidneys. E18.5 kidneys for histological analysis were fixed in 4% paraformaldehyde overnight at 4 ºC, followed by PBS washes and transfer to 70% ethanol for processing and paraffin embedding. H & E stains were performed for gross histological analysis. Imaging of sections was performed using an Olympus BX43 microscope and cellSens software. Whole‐mount in situ hybridization (ISH) using Digoxigenin UTP‐labeled antisense RNA probes against Ret was performed on E18.5 Esrp1 KO and control dissected kidneys as described previously (Hains et al., 2008).

### 3‐dimensional Reconstructions of Kidneys

E13.5 embryos were collected for 3‐D reconstructions of Esrp1 KO and Esrp1;Esrp2 DKO kidneys and the respective littermate controls (i.e., Esrp1^+/+^, Esrp2+/ + mice were used as controls for KO embryos, and Esrp1+/+, Esrp2‐/‐ embryos were controls for DKO embryos). Four embryos for each genetic group were evaluated. Embryos were euthanized by decapitation, fixed in 4% paraformaldehyde on ice, and shipped overnight to the Bates laboratory for 3‐D reconstruction as described (Sims‐Lucas et al., 2009).

### Isolation of DBA Lectin–positive Ureteric Epithelium

Ureteric epithelium (UE) from E18.5 control (Esrp1^+/+^;Esrp2^‐/‐^) and DKO (Esrp1^‐/‐^;Esrp2^‐/‐^) embryos was isolated from E18.5 embryos using FITC‐DBA lectin and FACS. E18.5 embryonic kidney pairs isolated from individual embryos were placed in PBS on ice, then transferred into 500 μl of 0.03% collagenase (Sigma, Cat#C1889) in PBS for 10 minutes at 37 ºC. Samples were transferred to ice, and the kidneys were dissociated by trituration using an 18‐gauge needle with 8–10 passes, followed by a 25‐gauge needle for 8–10 passes to homogenize to a single‐cell slurry. Cells were transferred to a 15‐ml falcon tube containing 4–5 ml 2% fetal bovine serum (FBS) in PBS to inhibit collagenase. The cells were pelleted for five minutes at 400 x g (4 ºC) and washed three times in 5 ml of 2% FBS. The final cell pellet was resuspended in 60 μl of 2% FBS in PBS and transferred to an Eppendorf tube. Cell count and viability were measured using 5 μl of cells + 5 μl trypan blue and a Hemocytometer; 5 μl of the remaining cell volume from each sample was pooled to serve as an unstained control. The remaining 50 μl was processed for labeling with FITC‐DBA lectin. The cells were pelleted at 400 x g for five minutes and stained in a fresh 50 μl of staining solution on ice and in the dark with DBA‐FITC (Vector Labs, Cat#FL‐1031) 1:10 diluted in 2% FBS in PBS for 20 minutes. The cells were washed in 1 ml of 2% FBS in PBS and centrifuged at 400 x g (4 ºC) for five minutes. The cell pellet was resuspended in 300–400 μl of 2% FBS in PBS for FACS. GFP‐positive gated cells were isolated using the unstained cells as a negative control. GFP + cells were collected directly into 500 μl of TRIzol (ThermoFisher) and snap‐frozen on dry ice and stored at ‐80 ºC.

### RNA Sequencing and Data Analysis

Total RNA from FACS‐sorted DBA + from control E18.5 control and DKO UE in TRIzol was isolated according to the manufacturer's protocol and resuspended in 10mM Tris‐Cl pH 8.0. Each biological replicate (n = 2 per genetic group) was comprised of three separate, individual embryos isolations. Each pooled biological replicate was made using 66.6 ng of total RNA, for a total of 200 ng. The pooled 200‐ng samples were used for poly A selected RNA‐Seq library preparation using the NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (mRNA) (New England Biolabs) [products: NEBNext® Poly(A) mRNA Magnetic Isolation Module (E7490S) and NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (E7420S)]. Biological replicates (n = 2 per genetic group) were individually bar‐coded, pooled, and sequenced in a single lane of a HiSeq 2000 for 100 × 2 bp paired‐end RNA‐Seq at the Penn Next Generation Sequencing Core (NGSC) Facility. RNA‐Seq reads were mapped to the mouse genome (mm10) and a data set of all possible exon‐exon junction reads as previously described (Bebee et al., 2015). The RNA‐Seq data has been deposited into the NCBI Gene Expression Omnibus (GEO) under the accession number GSE81716. RNA‐Seq reads were mapped to the mouse genome (mm10) and transcriptome (Ensembl, release 72) as previously described (Bebee et al., 2015). Differences in gene expression were determined using the FPKM metric at FDR < 5%, > two‐fold difference in gene expression based on average FPKM, and minFPKM > 0.1. To identify differential AS events between the control and DKO samples, we used rMATS to identify differential AS events from strand‐specific RNA‐Seq data corresponding to all five basic types of AS patterns as previously described (Shen et al., 2014; Bebee et al., 2015). AS events with an associated change in Percent Spliced In (ΔPSI or ΔΨ) of these events were identified at an FDR < 5% and |ΔΨ| ≥ 5%.

### RT‐PCR and Real‐time RT‐PCR

For synthesis of cDNA, 100 ng of pooled total RNA representing each biological replicate used in the RNA‐Seq experiment was used for random hexamer‐primed M‐MLV reverse transcriptase (Promega). Real‐time analysis of Esrp expression was evaluated using TaqMan probes for Esrp1 (Mm01220936_g1) and Gapdh (Mm99999915_g1) (LifeTechnologies) using a 7500 Fast Real‐Time machine (AppliedBiosystems). Semi‐quantitative radioactive RT‐PCR products were separated on 5% PAGE gels, dried and exposed on phosphorscreens, scanned on a Typhoon FLA 9500, and quantified using ImageQuant TL, version 7.0. Splicing ratios are represented as Percent Spliced In (PSI) of the alternative exon for cassette exons, and were normalized to RT‐PCR product sizes. The mean inclusion levels of the indicated exons for all validated splicing events are indicated in a summary table of Esrp‐regulated splicing events represented as mean values derived from each KO and control replicate (see tab in Table S1). Quantification of exon IIIb and IIIc for Fgfr1 and Fgfr2 required restriction enzyme specific to discriminate the two isoforms. Fgfr2 PCR products were digested with AvaI (IIIb) or HincII (IIIc). Fgfr1 products were digested with BstXI (IIIb) and HincII (IIIc) (all restriction digestions were performed according to NEB guidelines at 5U/digestion). Primer sequences are available on request. Graphical representation of PSI for IIIb inclusion was calculated as the ratio of IIIb/(IIIb + IIIc).

## Supporting information

Additional supporting information may be found in the online version of this article.

Supporting Information Table S1

Supporting Information Table S2

## References

[dvdy24431-bib-0001] Barak H , Huh SH , Chen S , Jeanpierre C , Martinovic J , Parisot M , Bole‐Feysot C , Nitschke P , Salomon R , Antignac C , Ornitz DM , Kopan R . 2012 FGF9 and FGF20 maintain the stemness of nephron progenitors in mice and man. Dev Cell 22:1191–1207. 2269828210.1016/j.devcel.2012.04.018PMC3376351

[dvdy24431-bib-0002] Bebee TW , Park JW , Sheridan KI , Warzecha CC , Cieply BW , Rohacek AM , Xing Y , Carstens RP . 2015 The splicing regulators Esrp1 and Esrp2 direct an epithelial splicing program essential for mammalian development. Elife 4. 10.7554/eLife.08954PMC456603026371508

[dvdy24431-bib-0003] Brunskill EW , Aronow BJ , Georgas K , Rumballe B , Valerius MT , Aronow J , Kaimal V , Jegga AG , Yu J , Grimmond S , McMahon AP , Patterson LT , Little MH , Potter SS . 2008 Atlas of gene expression in the developing kidney at microanatomic resolution. Dev Cell 15:781–791. 1900084210.1016/j.devcel.2008.09.007PMC2653061

[dvdy24431-bib-0004] Chen M , Manley JL . 2009 Mechanisms of alternative splicing regulation: insights from molecular and genomics approaches. Nat Rev Mol Cell Biol 10:741–754. 1977380510.1038/nrm2777PMC2958924

[dvdy24431-bib-0005] Clark AT , Bertram JF . 1999 Molecular regulation of nephron endowment. Am J Physiol 276:F485–497. 1019840710.1152/ajprenal.1999.276.4.F485

[dvdy24431-bib-0006] Costantini F . 2010 GDNF/Ret signaling and renal branching morphogenesis: From mesenchymal signals to epithelial cell behaviors. Organogenesis 6:252–262. 2122096410.4161/org.6.4.12680PMC3055651

[dvdy24431-bib-0007] Costantini F , Kopan R . 2010 Patterning a complex organ: branching morphogenesis and nephron segmentation in kidney development. Dev Cell 18:698–712. 2049380610.1016/j.devcel.2010.04.008PMC2883254

[dvdy24431-bib-0008] De Moerlooze L , Spencer‐Dene B , Revest J , Hajihosseini M , Rosewell I , Dickson C . 2000 An important role for the IIIb isoform of fibroblast growth factor receptor 2 (FGFR2) in mesenchymal‐epithelial signalling during mouse organogenesis. Development 127:483–492. 1063116910.1242/dev.127.3.483

[dvdy24431-bib-0009] Dittmar KA , Jiang P , Park JW , Amirikian K , Wan J , Shen S , Xing Y , Carstens RP . 2012 Genome‐Wide Determination of a Broad ESRP‐Regulated Posttranscriptional Network by High‐Throughput Sequencing. Mol Cell Biol 32:1468–1482. 2235498710.1128/MCB.06536-11PMC3318588

[dvdy24431-bib-0010] Dressler GR . 2009 Advances in early kidney specification, development and patterning. Development 136:3863–3874. 1990685310.1242/dev.034876PMC2778737

[dvdy24431-bib-0011] Enomoto H , Araki T , Jackman A , Heuckeroth RO , Snider WD , Johnson EM Jr , Milbrandt J . 1998 GFR alpha1‐deficient mice have deficits in the enteric nervous system and kidneys. Neuron 21:317–324. 972891310.1016/s0896-6273(00)80541-3

[dvdy24431-bib-0012] Hains D , Sims‐Lucas S , Kish K , Saha M , McHugh K , Bates CM . 2008 Role of fibroblast growth factor receptor 2 in kidney mesenchyme. Pediatr Res 64:592–598. 1867037310.1203/PDR.0b013e318187cc12PMC2647852

[dvdy24431-bib-0013] Harding SD , Armit C , Armstrong J , Brennan J , Cheng Y , Haggarty B , Houghton D , Lloyd‐MacGilp S , Pi X , Roochun Y , Sharghi M , Tindal C , McMahon AP , Gottesman B , Little MH , Georgas K , Aronow BJ , Potter SS , Brunskill EW , Southard‐Smith EM , Mendelsohn C , Baldock RA , Davies JA , Davidson D . 2011 The GUDMAP database—an online resource for genitourinary research. Development 138:2845–2853. 2165265510.1242/dev.063594PMC3188593

[dvdy24431-bib-0014] Kalsotra A , Cooper TA . 2011 Functional consequences of developmentally regulated alternative splicing. Nat Rev Genet 12:715–729. 2192192710.1038/nrg3052PMC3321218

[dvdy24431-bib-0015] Karni R , de Stanchina E , Lowe SW , Sinha R , Mu D , Krainer AR . 2007 The gene encoding the splicing factor SF2/ASF is a proto‐oncogene. Nat Struct Mol Biol 14:185–193. 1731025210.1038/nsmb1209PMC4595851

[dvdy24431-bib-0016] Kelemen O , Convertini P , Zhang Z , Wen Y , Shen M , Falaleeva M , Stamm S . 2013 Function of alternative splicing. Gene 514:1–30. 2290980110.1016/j.gene.2012.07.083PMC5632952

[dvdy24431-bib-0017] Little M , Georgas K , Pennisi D , Wilkinson L . 2010 Kidney development: two tales of tubulogenesis. Curr Top Dev Biol 90:193–229. 2069185010.1016/S0070-2153(10)90005-7

[dvdy24431-bib-0018] Little MH , McMahon AP . 2012 Mammalian kidney development: principles, progress, and projections. Cold Spring Harb Perspect Biol 4. 10.1101/cshperspect.a008300PMC333169622550230

[dvdy24431-bib-0020] Michos O , Cebrian C , Hyink D , Grieshammer U , Williams L , D'Agati V , Licht JD , Martin GR , Costantini F . 2010 Kidney development in the absence of Gdnf and Spry1 requires Fgf10. PLoS Genet 6:e1000809. 2008410310.1371/journal.pgen.1000809PMC2797609

[dvdy24431-bib-0021] Min H , Danilenko DM , Scully SA , Bolon B , Ring BD , Tarpley JE , DeRose M , Simonet WS . 1998 Fgf‐10 is required for both limb and lung development and exhibits striking functional similarity to Drosophila branchless. Genes Dev 12:3156–3161. 978449010.1101/gad.12.20.3156PMC317210

[dvdy24431-bib-0022] Mugford JW , Yu J , Kobayashi A , McMahon AP . 2009 High‐resolution gene expression analysis of the developing mouse kidney defines novel cellular compartments within the nephron progenitor population. Dev Biol 333:312–323. 1959182110.1016/j.ydbio.2009.06.043PMC2748313

[dvdy24431-bib-0023] Nigam SK , Shah MM . 2009 How does the ureteric bud branch? J Am Soc Nephrol 20:1465–1469. 1905687210.1681/ASN.2008020132

[dvdy24431-bib-0024] Nilsen TW , Graveley BR . 2010 Expansion of the eukaryotic proteome by alternative splicing. Nature 463:457–463. 2011098910.1038/nature08909PMC3443858

[dvdy24431-bib-0025] Ohuchi H , Hori Y , Yamasaki M , Harada H , Sekine K , Kato S , Itoh N . 2000 FGF10 acts as a major ligand for FGF receptor 2 IIIb in mouse multi‐organ development. Biochem Biophys Res Commun 277:643–649. 1106200710.1006/bbrc.2000.3721

[dvdy24431-bib-0026] Pan Q , Shai O , Lee LJ , Frey BJ , Blencowe BJ . 2008 Deep surveying of alternative splicing complexity in the human transcriptome by high‐throughput sequencing. Nat Genet 40:1413–1415. 1897878910.1038/ng.259

[dvdy24431-bib-0027] Pichel JG , Shen L , Sheng HZ , Granholm AC , Drago J , Grinberg A , Lee EJ , Huang SP , Saarma M , Hoffer BJ , Sariola H , Westphal H . 1996 Defects in enteric innervation and kidney development in mice lacking GDNF. Nature 382:73–76. 865730710.1038/382073a0

[dvdy24431-bib-0028] Pohl M , Sakurai H , Stuart RO , Nigam SK . 2000 Role of hyaluronan and CD44 in in vitro branching morphogenesis of ureteric bud cells. Dev Biol 224:312–325. 1092676910.1006/dbio.2000.9783

[dvdy24431-bib-0029] Poladia DP , Kish K , Kutay B , Bauer J , Baum M , Bates CM . 2006 Link between reduced nephron number and hypertension: studies in a mutant mouse model. Pediatr Res 59:489–493. 1654951710.1203/01.pdr.0000202764.02295.45

[dvdy24431-bib-0030] Qiao J , Uzzo R , Obara‐Ishihara T , Degenstein L , Fuchs E , Herzlinger D . 1999 FGF‐7 modulates ureteric bud growth and nephron number in the developing kidney. Development 126:547–554. 987618310.1242/dev.126.3.547

[dvdy24431-bib-0031] Revest JM , Spencer‐Dene B , Kerr K , De Moerlooze L , Rosewell I , Dickson C . 2001 Fibroblast growth factor receptor 2‐IIIb acts upstream of Shh and Fgf4 and is required for limb bud maintenance but not for the induction of Fgf8, Fgf10, Msx1, or Bmp4. Dev Biol 231:47–62. 1118095110.1006/dbio.2000.0144

[dvdy24431-bib-0032] Sanchez MP , Silos‐Santiago I , Frisen J , He B , Lira SA , Barbacid M . 1996 Renal agenesis and the absence of enteric neurons in mice lacking GDNF. Nature 382:70–73. 865730610.1038/382070a0

[dvdy24431-bib-0033] Sawicka K , Bushell M , Spriggs KA , Willis AE . 2008 Polypyrimidine‐tract‐binding protein: a multifunctional RNA‐binding protein. Biochem Soc Trans 36:641–647. 1863113310.1042/BST0360641

[dvdy24431-bib-0034] Schedl A . 2007 Renal abnormalities and their developmental origin. Nat Rev Genet 8:791–802. 1787889510.1038/nrg2205

[dvdy24431-bib-0035] Schuchardt A , D'Agati V , Larsson‐Blomberg L , Costantini F , Pachnis V . 1994 Defects in the kidney and enteric nervous system of mice lacking the tyrosine kinase receptor Ret. Nature 367:380–383. 811494010.1038/367380a0

[dvdy24431-bib-0036] Shen S , Park JW , Lu ZX , Lin L , Henry MD , Wu YN , Zhou Q , Xing Y . 2014 rMATS: robust and flexible detection of differential alternative splicing from replicate RNA‐Seq data. Proc Natl Acad Sci U S A 111:E5593–5601. 2548054810.1073/pnas.1419161111PMC4280593

[dvdy24431-bib-0037] Sims‐Lucas S , Argyropoulos C , Kish K , McHugh K , Bertram JF , Quigley R , Bates CM . 2009a Three‐dimensional imaging reveals ureteric and mesenchymal defects in Fgfr2‐mutant kidneys. J Am Soc Nephrol 20:2525–2533. 1983390010.1681/ASN.2009050532PMC2794230

[dvdy24431-bib-0038] Sims‐Lucas S , Cusack B , Baust J , Eswarakumar VP , Masatoshi H , Takeuchi A , Bates CM . 2011 Fgfr1 and the IIIc isoform of Fgfr2 play critical roles in the metanephric mesenchyme mediating early inductive events in kidney development. Dev Dyn 240:240–249. 2112830510.1002/dvdy.22501PMC3093196

[dvdy24431-bib-0039] Thiagarajan RD , Cloonan N , Gardiner BB , Mercer TR , Kolle G , Nourbakhsh E , Wani S , Tang D , Krishnan K , Georgas KM , Rumballe BA , Chiu HS , Steen JA , Mattick JS , Little MH , Grimmond SM . 2011 Refining transcriptional programs in kidney development by integration of deep RNA‐sequencing and array‐based spatial profiling. BMC Genomics 12:441. 2188867210.1186/1471-2164-12-441PMC3180702

[dvdy24431-bib-0040] Treanor JJ , Goodman L , de Sauvage F , Stone DM , Poulsen KT , Beck CD , Gray C , Armanini MP , Pollock RA , Hefti F , Phillips HS , Goddard A , Moore MW , Buj‐Bello A , Davies AM , Asai N , Takahashi M , Vandlen R , Henderson CE , Rosenthal A . 1996 Characterization of a multicomponent receptor for GDNF. Nature 382:80–83. 865730910.1038/382080a0

[dvdy24431-bib-0041] Ule J , Ule A , Spencer J , Williams A , Hu JS , Cline M , Wang H , Clark T , Fraser C , Ruggiu M , Zeeberg BR , Kane D , Weinstein JN , Blume J , Darnell RB . 2005 Nova regulates brain‐specific splicing to shape the synapse. Nat Genet 37:844–852. 1604137210.1038/ng1610

[dvdy24431-bib-0042] Wang ET , Sandberg R , Luo S , Khrebtukova I , Zhang L , Mayr C , Kingsmore SF , Schroth GP , Burge CB . 2008 Alternative isoform regulation in human tissue transcriptomes. Nature 456:470–476. 1897877210.1038/nature07509PMC2593745

[dvdy24431-bib-0043] Warzecha CC , Jiang P , Amirikian K , Dittmar KA , Lu H , Shen S , Guo W , Xing Y , Carstens RP . 2010 An ESRP‐regulated splicing programme is abrogated during the epithelial‐mesenchymal transition. EMBO J 29:3286–3300. 2071116710.1038/emboj.2010.195PMC2957203

[dvdy24431-bib-0044] Warzecha CC , Sato TK , Nabet B , Hogenesch JB , Carstens RP . 2009 ESRP1 and ESRP2 are epithelial cell‐type‐specific regulators of FGFR2 splicing. Mol Cell 33:591–601. 1928594310.1016/j.molcel.2009.01.025PMC2702247

[dvdy24431-bib-0045] Xu X , Weinstein M , Li C , Naski M , Cohen RI , Ornitz DM , Leder P , Deng C . 1998 Fibroblast growth factor receptor 2 (FGFR2)‐mediated reciprocal regulation loop between FGF8 and FGF10 is essential for limb induction. Development 125:753–765. 943529510.1242/dev.125.4.753

[dvdy24431-bib-0046] Yang Y , Park JW , Bebee TW , Warzecha CC , Guo Y , Shang X , Xing Y , Carstens RP . 2016 Determination of a Comprehensive Alternative Splicing Regulatory Network and Combinatorial Regulation by Key Factors during the Epithelial‐to‐Mesenchymal Transition. Mol Cell Biol 36:1704–1719. 2704486610.1128/MCB.00019-16PMC4959312

[dvdy24431-bib-0047] Yu J , Valerius MT , Duah M , Staser K , Hansard JK , Guo JJ , McMahon J , Vaughan J , Faria D , Georgas K , Rumballe B , Ren Q , Krautzberger AM , Junker JP , Thiagarajan RD , Machanick P , Gray PA , van Oudenaarden A , Rowitch DH , Stiles CD , Ma Q , Grimmond SM , Bailey TL , Little MH , McMahon AP . 2012 Identification of molecular compartments and genetic circuitry in the developing mammalian kidney. Development 139:1863–1873. 2251098810.1242/dev.074005PMC3328182

[dvdy24431-bib-0048] Zhang C , Zhang Z , Castle J , Sun S , Johnson J , Krainer AR , Zhang MQ . 2008 Defining the regulatory network of the tissue‐specific splicing factors Fox‐1 and Fox‐2. Genes Dev 22:2550–2563. 1879435110.1101/gad.1703108PMC2546699

[dvdy24431-bib-0049] Zhang X , Ibrahimi OA , Olsen SK , Umemori H , Mohammadi M , Ornitz DM . 2006 Receptor specificity of the fibroblast growth factor family. The complete mammalian FGF family. J Biol Chem 281:15694–15700. 1659761710.1074/jbc.M601252200PMC2080618

[dvdy24431-bib-0050] Zhao H , Kegg H , Grady S , Truong HT , Robinson ML , Baum M , Bates CM . 2004 Role of fibroblast growth factor receptors 1 and 2 in the ureteric bud. Dev Biol 276:403–415. 1558187410.1016/j.ydbio.2004.09.002PMC4131686

How the deposited data were processed for this re-analysis (not part of the article)

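RNA from DBA-sorted cells of E18.5 mouse kidneys was measured in 2 libraries from Esrp1 and Esrp2 double knockout embryos and 2 from control embryos that lack Esrp2 alone, each from RNA of 3 pooled embryos. The authors mapped the strand-specific reads to mm10 with the Ensembl annotation and deposited FPKM per gene and library. The submitters' processing notes name TopHat 1.4.1 and Cuffdiff 2.2.1, and Table S1 names MATS 3.0.9. How the libraries were scaled to each other is not given in the sources used here. The deposited FPKM columns sum to 581976 and 617195 for DKO replicates 1 and 2 and to 678178 and 636684 for control replicates 1 and 2, and 19211, 19275, 18174 and 19245 genes are above 0. In the copy used here 2 lines of the table were empty and were left out.

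FPKM values are not counts, so genes were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.5), with a trend of the variance with expression, over genes whose larger group average was above 0.1 FPKM. The fold rule of 2 on average FPKM and the minimum of 0.1 are those of the paper. Tables and figures were made with Python 3.11.15 and matplotlib 3.10.9. The test was tried on simulated data with 200 changed genes among 18884 in 20 runs, where it made a mean of 5.35 false calls. Relative depth was read from the steps between FPKM values up to 0.3. An FPKM of 0 can be a failed estimate for a short transcript, so genes at 0 are given as listed at 0, without a fold.

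PSI was recomputed from the inclusion and skipping counts of Table S1, each divided by its form length, and differed from the PSI of that table by at most 0.0498 percentage points. Wilson intervals at 95% were computed per library, and the rule for separated events was tried on counts simulated in 200 runs. Positions, exon sequences and restriction sites come from the mm10 genome and the GENCODE M21 annotation, a later annotation than that used by the authors. Overlapping genes on the same strand can share fragments, which the FPKM do not resolve.

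The test design, the gene lists and the alternatives were fixed before the data were examined, but after Tables S1 and S2 of the paper had been read, so values in those tables had been seen. The 27 gene lists cover cell types of the kidney and of the blood, immune groups, stress responses, FGF signaling, transcription factors of the epithelial-mesenchymal transition, proliferation, splicing regulators and mitochondrial transcripts. They were tested as sets with fry and camera from limma, with a preset correlation of 0.01 or an estimated one for camera. Genes are named by 3 rules. The first takes every gene the paper names for the sorted cells. The next takes up to 10 lower and 10 higher genes, filled by the smallest p where fewer passed, with at least 1 FPKM in a group. The last takes the 4 members of each list with the highest mean FPKM. Other members named in the text were chosen after their values were seen.

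Alternatives were pseudocounts of 0.1 and 1, other filters, TPM and median-ratio scaling, other variance settings, a replicate block, each library left out in turn, and for splicing 99% intervals, raw counts and a minimum of 20 counts. A few items of the tables are not reported here. GO analyses were not repeated, and splicing events outside Table S1 were not analysed here.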

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

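All tests of explanations in this part were chosen after the results were seen. Small nucleolar RNAs, which the paper does not discuss, stood above the controls, where they were listed at 0 in both libraries. SNORA18 was at 78.4 and 71.0 FPKM in the DKO libraries, SNORA57 at 23.7 and 19.7 and Snora78 at 102 and 188. With Snora24 and Snora5c, 5 genes were at 0 in both controls and at 10 FPKM or more in both DKO libraries, against 0 genes the other way round. That count alone would go with a lower depth of the controls, which is argued against by control replicate 2, whose relative depth was 1.09, although control replicate 1 was at 0.509. The FPKM of very short transcripts may be a technical source, and 100% of these genes have no transcript of 200 nucleotides (longest 128 to 148). That share is weak support, since the pattern was named by small nucleolar RNAs, and it does not tell why the zeros fell in the controls. Snora24 lies within Snhg8 and Snora5c within Tbrg4 on the same strand, and shared fragments were not tested. With poly(A)-selected libraries, the values may not measure the small RNAs themselves. The genotype stays open and was not tested.

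Members of 4 lists, of genes that the paper's text does not name in its results for the sorted cells, stood above both controls in both DKO libraries, and for 1 of them, stroma, the paper suspects contaminating cells in the sort. These were 19 of 20 stroma genes, 11 of 14 endothelial genes, 9 of 10 genes of smooth muscle and renin cells and 10 of 12 genes of the ureteric bud tip, where chance gives 16.7% of single genes. Members of a list moved together, with an estimated correlation of 0.58, 0.95, 0.64 and 0.51 in the same order, so the counts are not of independent genes. None of the 4 lists passed fry (adjusted p = 0.192, 0.234, 0.234 and 0.192) or camera with an estimated correlation (adjusted p = 0.361, 0.373, 0.362 and 0.361). Among 10000 random lists matched on expression, the median of the first 3 lists was at percentile 100 for DKO over control and at percentile 0 for control replicate 1 over control replicate 2, and that of the bud tip list was at percentiles 100 and 92.3. Table S2 holds 11, 3, 3 and 0 of their genes.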

How the results depend on the processing

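The count of genes changed was 3 to 6 with other pseudocounts, the filter of at least 1 FPKM, TPM, median-ratio scaling, a robust variance and the fold rule removed. It was 1 with no filter, 2 with a variance without trend and 0 in each fit that left out 1 library (0 to 0), where the lone library is assumed to vary like the other group. Without genes lacking a transcript of 200 nucleotides, a setting chosen after seeing the data, it was 0, with 2070 genes at an unadjusted p under 0.05. The log2 fold change of Esrp1 was negative in every alternative and never passed. By fry 0 lists passed with all libraries, and 0 to 5 with 1 library left out, while camera called 24 with a preset correlation and 0 with an estimated one (smallest adjusted p = 0.361). Of the splicing events 28 were separated, 16 with 99% intervals, 28 with raw counts, 24 of the 41 events with at least 20 counts, and 32 to 41 with 1 library left out. Raw counts could not change the number, since an event has the same form lengths in every library. Leaving out a library could only keep or raise it, so neither setting tests the result. The authors' own p-values were not run as an alternative, since the deposited table used here holds none and Table S2 gives them only for the 436 genes it lists. The cause was not tested for any of these differences, apart from fewer genes or libraries in the fit.

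The replicate block called 16 genes, 6 higher and 10 lower, and 0 lists by fry. Among the 16 were 1 member of the interferon-stimulated list, Oas2, and 3 of the immediate early and heat shock list, Fosb, Hspa1a and Hspa1b. The block also called Ifi27l2a, Ifi203, Pydc4, Hdc, Gpx3, Snora24 and Snora5c, among others. Adjusted over the list alone, it moved the higher genes from 10 to 18 for stroma, 0 to 7 for smooth muscle and renin cell, 3 to 12 for endothelium and 0 to 2 for complement, and the lower genes from 2 to 12 for chemokine, 0 to 11 for complement, 5 to 8 for loop of Henle and distal tubule and 2 to 4 for neutrophil. The legend of Fig. 4 calls the controls littermates, but no source used here says which libraries share litters, so whether the numbers pair the libraries is open and the block was kept as an alternative. It rests on 2 pairs. Deviations of same-numbered libraries had a correlation of 0.105 over all genes tested and 0.137 over genes with a mean of at least 1 FPKM. For stroma, smooth muscle and renin cell, and endothelium, replicate 1 lay below replicate 2 in both groups. The median log2 was -0.52, -0.83 and -0.70 in the controls and -0.44, -0.30 and -0.29 in the DKO libraries. For proximal tubule the signs were opposite, at -0.29 and 0.11.

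Some log2 fold changes, which ranged from -0.57 (Upk1a) to 0.50 (Emcn) with all libraries, changed sign in some settings. TPM multiplies all genes of a library by 1 factor and put the median of all genes tested at 0.11, against -0.00916 before, so the changes of sign with it follow a shift common to all genes. With TPM they were podocyte list, median log2 fold change 0.0128, Ctnnd1 log2 fold change 0.11, Scrib log2 fold change 0.10, Csnk1d log2 fold change 0.0114, Lsm14b log2 fold change 0.0181, Krt18 log2 fold change 0.0944, Npnt log2 fold change 0.0345, Cited1 log2 fold change 0.13, Hoxd11 log2 fold change 0.11, Lck log2 fold change 0.00326, Pcna log2 fold change 0.0548 and Ptbp1 log2 fold change 0.0415. With median-ratio scaling, also 1 factor per library, they were Cited1 log2 fold change 0.0138 and Hoxd11 log2 fold change 0.000545. With 1 library left out in turn, where the cause was not tested, the lowest and highest values were ureteric and collecting duct epithelium list, median log2 fold change -0.0832 to 0.27, principal cell list, median log2 fold change -0.44 to 0.032, podocyte list, median log2 fold change -0.45 to 0.39, FGF ligands, receptors and targets list, median log2 fold change -0.0258 to 0.27, Esrp2 log2 fold change -0.74 to 0.12, Ctnnd1 log2 fold change -0.0542 to 0.00888, Scrib log2 fold change -0.0811 to 0.0259, Arhgef11 log2 fold change -0.0287 to 0.0833, Krt18 log2 fold change -0.33 to 0.25, Aqp2 log2 fold change -0.15 to 1.11, Npnt log2 fold change -0.26 to 0.067, Aqp3 log2 fold change -0.29 to 0.54, Hsd11b2 log2 fold change -0.39 to 0.13, Foxi1 log2 fold change -0.37 to 0.0226, Slc4a9 log2 fold change -0.67 to 0.15, Upk1a log2 fold change -1.20 to 0.0693, Cited1 log2 fold change -0.34 to 0.33, Six2 log2 fold change -0.36 to 0.51, Hoxd11 log2 fold change -0.21 to 0.17, Cdkn1c log2 fold change -0.0266 to 0.64, Podxl log2 fold change -0.22 to 0.74, Slc12a1 log2 fold change -0.93 to 0.25, Cldn19 log2 fold change -0.0594 to 0.68, Umod log2 fold change -0.43 to 0.62, Emcn log2 fold change -0.0475 to 1.04, Lck log2 fold change -0.40 to 0.15, Cxcl12 log2 fold change -0.0284 to 0.58, Dusp6 log2 fold change -0.63 to 0.0503, Zeb1 log2 fold change -0.0407 to 0.62, Pcna log2 fold change -0.22 to 0.0678, Mki67 log2 fold change -0.14 to 0.43, Ptbp1 log2 fold change -0.29 to 0.11 and Srsf3 log2 fold change -0.46 to 0.11.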

Differences from the paper's values

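The paper reports 436 transcripts with changed expression, and 4 genes passed limma here at the same fold, FDR and FPKM minimum. The tests are unlike, since the submitters' notes name Cuffdiff and limma worked on FPKM of 2 libraries against 2. In simulated data limma called 46% of genes changed by a log2 of 1.5, so its count does not show that the other genes are unchanged. None of the alternatives set before the data were examined came within the paper's count, with 0 to 16 genes called. At an unadjusted p under 0.05 with the fold rule, 955 genes were found, and 401 of the paper's 436 genes had an unadjusted p under 0.05. The log2 folds of average FPKM of 434 of them matched Table S2 within 1e-05.

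For exon IIIb of Fgfr2 in the DKO cells the paper's RT-PCR value is about 2% in Fig. 4A, read by eye, and the RNA-Seq value is 6.62%. For Esrp1 RNA in the DKO cells relative to control the paper's RT-qPCR value is about 0.02 in Fig. 4A, read by eye, and the RNA-Seq value is 0.273. The measures are unlike, since the RT-qPCR used TaqMan probes for Esrp1 and Gapdh and the FPKM is of the whole gene. No alternative was set beforehand for either value.

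The paper's changes in PSI by RT-PCR in Table S1 differ from the RNA-Seq changes, in percentage points, by more than the larger replicate SD of the event in RNA-Seq, for Lsm14b (78.8 in the paper, 52.5 here), Nf2 (-31.4 in the paper, -36.6 here), Csnk1d (-12.3 in the paper, -24.7 here), Scrib (40.9 in the paper, 28.9 here) and Arhgef10l (-20.6 in the paper, -50.2 here). The other 5 events lay within that SD, which differs between events, so that Nf2 is listed with a smaller gap than the Plekha1 forms. They are the 3 Plekha1 forms (38.3 in the paper, 32.7, 44.1 and 46.9 here), Itga6 (-23.9 in the paper, -23.0 here) and Arhgap17 (33.3 in the paper, 33.9 here). Only changes were compared, and for Arhgap17 the levels of PSI differed. They were 51.8% in the controls and 85.2% in the DKO cells by the paper's RT-PCR, against 7.43% and 41.4% by RNA-Seq. The paper's values carry no error here. The signs are the same in 10 of 10 events compared, of which the 3 Plekha1 forms share an assay. The paper lists only events borne out by RT-PCR, so the signs are no independent check. No alternative was set beforehand for these values.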

Other observations

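All tests of explanations in this part were chosen after the results were seen. Of 16 genes of proliferation 8 were above both controls in both DKO libraries and 0 below (median log2 fold change 0.18, or 0.11 without control replicate 2), where chance gives 16.7% each way. Top2a, a topoisomerase of dividing cells, stood at 96.8 and 92.5 FPKM in the DKO libraries and 79.8 and 78.3 FPKM in the controls. Of 20 splicing regulators 8 were above and 2 below both controls (median 0.08, or 0.0223 without DKO replicate 1, 0.13 without DKO replicate 2 and 0.12 without control replicate 1), with Celf2, an RNA-binding protein, at 18.6 and 15.8 against 27.6 and 23.7 FPKM. Of 12 mitochondrial transcripts 11 were below both controls (median -0.55). In limma's test 0 genes of these lists passed at an adjusted p under 0.05, with 2 proliferation genes, 2 splicing regulators and 0 mitochondrial transcripts at an unadjusted p under 0.05, and 0 in each list passed when adjusted over the list alone. The limma p of the mitochondrial transcripts does not measure their replicate spread alone, since the fitted variance also follows a trend with expression. Their median log2 of replicate 1 over replicate 2 was 0.37 in the controls and 0.00363 in the DKO libraries.

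Among immune genes, 18 of 18 macrophage and 27 of 27 interferon-stimulated genes were below both controls in the DKO libraries, while the chemokine and complement lists were mixed. A lower share of ureteric epithelium in the control sorts would move stroma and macrophage genes alike, but the median log2 fold change of the stroma list was above that of the macrophage list by 2.40. Without control replicate 1 the macrophage median was -0.93. This cannot decide whether control replicate 1 alone is the source, since the markers are all in Table S2, which was called on all 4 libraries. The 402 lower genes of Table S2 had a median of -0.95 against control replicate 2 alone. Fewer macrophages in the DKO sorts may account for the pattern, since all 18 macrophage markers moved the same way in these DBA-sorted cells, with the abundant C1qc at 91.7 and 83.8 against 393 and 174 FPKM, but this cannot be told apart from lower expression per cell, since RNA of many cells was measured together. All of these markers and 11 of the 20 stroma genes are in Table S2, so neither their direction nor the gap between the 2 lists is independent evidence. The genotype stays open as an untested explanation.

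Of the proximal tubule genes, 20 of 20 were below both controls in the DKO libraries, with Kap, an abundant transcript of the proximal tubule, at 4.50 and 16.8 against 131 and 132 FPKM in DBA-positive cells. Without control replicate 1 the median of the proximal tubule list was -1.09. The list was lower in control replicate 1 than in control replicate 2 (median log2 -0.29), so leaving it out could hardly weaken the fall and tests nothing. Without control replicate 2 the median was -0.86. The fall was thus present against each control, although 11 of the 20 genes are in Table S2. Fewer proximal tubule cells in the DKO sorts may be a source, since 100% of the 9 markers outside Table S2 were below both controls, but lower expression per cell would give the same values. For the loop of Henle and distal tubule, 5 of 12 genes overlapped the controls (Umod, Slc12a1, Cldn19, Cldn16 and Egf), and outside Table S2 1 of 6 was below both (median -0.16). The genotype stays open and was not tested.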
